# Length‐independent telomere damage drives post‐mitotic cardiomyocyte senescence

**DOI:** 10.15252/embj.2018100492

**Published:** 2019-02-08

**Authors:** Rhys Anderson, Anthony Lagnado, Damien Maggiorani, Anna Walaszczyk, Emily Dookun, James Chapman, Jodie Birch, Hanna Salmonowicz, Mikolaj Ogrodnik, Diana Jurk, Carole Proctor, Clara Correia‐Melo, Stella Victorelli, Edward Fielder, Rolando Berlinguer‐Palmini, Andrew Owens, Laura C Greaves, Kathy L Kolsky, Angelo Parini, Victorine Douin‐Echinard, Nathan K LeBrasseur, Helen M Arthur, Simon Tual‐Chalot, Marissa J Schafer, Carolyn M Roos, Jordan D Miller, Neil Robertson, Jelena Mann, Peter D Adams, Tamara Tchkonia, James L Kirkland, Jeanne Mialet‐Perez, Gavin D Richardson, João F Passos

**Keywords:** ageing, cardiomyocytes, senescence, senolytics, telomeres, Ageing, DNA Replication, Repair & Recombination, Metabolism

## Abstract

Ageing is the biggest risk factor for cardiovascular disease. Cellular senescence, a process driven in part by telomere shortening, has been implicated in age‐related tissue dysfunction. Here, we address the question of how senescence is induced in rarely dividing/post‐mitotic cardiomyocytes and investigate whether clearance of senescent cells attenuates age‐related cardiac dysfunction. During ageing, human and murine cardiomyocytes acquire a senescent‐like phenotype characterised by persistent DNA damage at telomere regions that can be driven by mitochondrial dysfunction and crucially can occur independently of cell division and telomere length. Length‐independent telomere damage in cardiomyocytes activates the classical senescence‐inducing pathways, p21^CIP^ and p16^INK4a^, and results in a non‐canonical senescence‐associated secretory phenotype, which is pro‐fibrotic and pro‐hypertrophic. Pharmacological or genetic clearance of senescent cells in mice alleviates detrimental features of cardiac ageing, including myocardial hypertrophy and fibrosis. Our data describe a mechanism by which senescence can occur and contribute to age‐related myocardial dysfunction and in the wider setting to ageing in post‐mitotic tissues.

## Introduction

The role of cellular senescence in tissue maintenance, repair and ageing is currently a rapidly evolving area of research under intense focus. Cellular senescence is classically defined as an irreversible loss of division potential of mitotic cells, often accompanied by a senescence‐associated secretory phenotype (SASP). While senescence can be detrimental during the ageing process, it has also been implicated in fundamental biological processes such as tumour suppression, embryonic development and tissue repair (Muñoz‐Espín & Serrano, 2014).

Telomere shortening has been proposed as a major inducer of senescence (Bodnar *et al*, 1998). Telomeres are repetitive sequences of DNA, associated with a protein complex known as shelterin (de Lange, 2005), which facilitates the formation of a lariat‐like structure to shield the exposed end of DNA (Griffith *et al*, 1999), thus protecting the ends of chromosomes from being recognised as DNA damage (d'Adda di Fagagna *et al*, 2003). The current dogma of telomere biology suggests that telomere shortening with each successive cell division eventually disrupts the protective cap, leading to a sustained DNA damage response (DDR) and activation of the senescence programme (Griffith *et al*, 1999). This hypothesis may explain age‐related degeneration of tissues maintained by constant contribution of stem cell pools, such as the skin and hematopoietic systems; however, it is insufficient to explain how senescence contributes to ageing in primarily post‐mitotic tissues such as the heart. As such, the mechanisms that drive senescence in post‐mitotic cells and the contribution of post‐mitotic cell senescence (PoMiCS) to tissue degeneration during ageing are an emerging area of interest (Anderson *et al*, 2018; Sapieha & Mallette, 2018).

Clinical heart failure (HF) represents a worldwide problem, and over 50% of all patients exhibit HF with preserved ejection fraction (HFpEF), which is a disease of the older population (Borlaug, 2014). As the population continues to age, the prevalence of HFpEF is increasing, currently at a rate of over 10% per decade (Borlaug & Paulus, 2011). During ageing, the heart undergoes distinct physiological and molecular changes, including cardiomyocyte (CM) hypertrophy and increased fibrosis, which contribute to increased ventricular stiffness causing a reduction in diastolic but not systolic cardiac function (Strait & Lakatta, 2012). Despite the growing need for interventions, effective treatments for HFpEF have yet to be identified (Borlaug & Paulus, 2011).

Critically short telomeres, induced by breeding of multiple generations of mice lacking the catalytic subunit of telomerase *Terc*, lead to cardiac dysfunction and myocardial remodelling (Wong *et al*, 2008). However, replicative senescence‐induced telomere shortening is unlikely to reflect normal physiological myocardial ageing, considering that the majority of CMs are post‐mitotic, withdrawing from the cell cycle shortly after birth. While the heart has a limited potential for regeneration, CM turnover rates in both humans and mice are extremely low (Senyo *et al*, 2013; Bergmann *et al*, 2015; Richardson *et al*, 2015). We and others have reported that stress‐induced telomere damage can also lead to telomere dysfunction and induce senescence (Fumagalli *et al*, 2012; Hewitt *et al*, 2012). Therefore, we investigated whether this phenomenon occurs in CMs and whether CM senescence contributes to myocardial remodelling during ageing.

Here, we demonstrate for the first time that a CM senescence‐like phenotype is a feature of normal physiological human and murine ageing and provide a novel mechanistic model by which senescence occurs in rarely dividing/post‐mitotic tissues. Persistent DNA damage foci, which co‐localise with telomere regions, increase in cardiomyocytes with age independently of telomere length, telomerase activity or DNA replication and can be induced by mitochondrial dysfunction *in vitro* and *in vivo*. Global gene expression analysis of purified CMs, isolated from young and old mice, indicates activation of the classical senescence growth arrest pathways and of a distinct non‐canonical SASP with functional effects including the potential to promote myofibroblast differentiation in fibroblasts and CM hypertrophy. Furthermore, specific induction of length‐independent telomere dysfunction in CMs induces several senescence markers, including hypertrophy, which importantly is also associated with CM senescence *in vivo*. Finally, we demonstrate that suicide gene‐mediated ablation of p16^Ink4a^‐expressing senescent cells and treatment with the senolytic drug, navitoclax, reduces CMs containing dysfunctional telomeres and attenuates cardiac hypertrophy and fibrosis in aged mice.

## Results

### Length‐independent telomere damage in aged cardiomyocytes *in vivo*

Previously, we defined a novel mechanism of cellular senescence *via* the induction of irreparable telomere damage that occurs in the absence of telomere shortening (Hewitt *et al*, 2012). These data led us to hypothesise that this form of telomere damage could be the process by which senescence occurs in post‐mitotic, or rarely dividing cells, which are not subject to proliferation‐associated telomere shortening. We therefore investigated telomere dysfunction in adult mice throughout ageing by using dual Immuno‐FISH to quantify co‐localisation between DDR proteins γH2A.X, 53BP1 and telomeres, hereafter referred to as telomere‐associated foci (TAF) in CMs (Fig 1A). CMs were identified by CM‐specific markers α‐actinin, troponin‐C and the perinuclear protein PCM1 (Richardson, 2016; Richardson *et al*, 2015; Fig EV1A–C).

**Figure 1:**
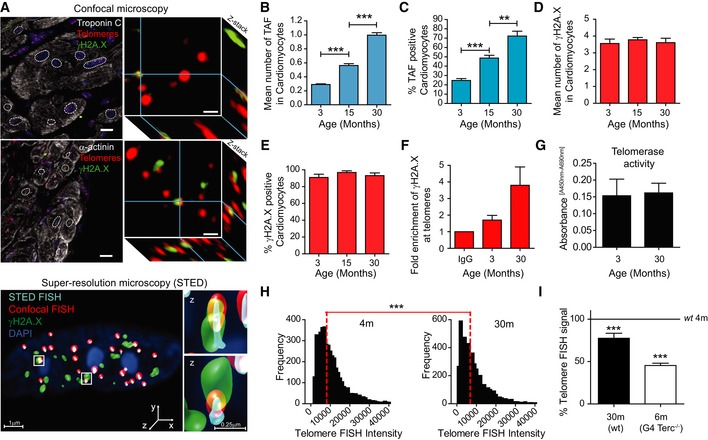
Telomere dysfunction increases with age in mouse cardiomyocytes ARepresentative images of γH2AX immuno‐FISH in troponin‐C‐positive/α‐actinin‐positive (top left and bottom left panels, respectively) mouse CMs (white—troponin‐C/α‐actinin; red—telo‐FISH; green—γH2AX). Images are Z‐projections of 0.1 μm stacks taken with a 100× oil objective. Scale bar: 20 μm. Right panels represent a single z‐planes where co‐localisation between a γH2AX foci and telomere was observed. Scale bars 1 μm. (Below) 3D reconstruction of Immuno‐FISH using STED microscopy for γH2A.X and telomeres in a CM from 30‐month‐old mice. Scale bars as indicated and scale the same for both individual TAF examples using STED.B, CMean number of TAF (B) and % of TAF‐positive (C) α‐actinin‐positive CMs from C57BL/6 mice. Data are mean ± SEM of *n* = 4–7 mice per age group. 100 α‐actinin‐positive CMs were quantified per mouse.D, EMean number of total γH2A.X foci (D) and % of γH2A.X foci‐positive nuclei (E) in α‐actinin‐positive CMs from C57BL/6 mice. Data are mean ± SEM of *n *=* *4–7 mice per age group. 100 α‐actinin‐positive CMs were quantified per mouse.FFold enrichment of γH2AX at telomere repeats by real‐time PCR. Graph represents fold enrichment of γH2AX at telomeric repeats between IgG control, 3‐ and 30‐month‐old whole mouse hearts. Data are mean ± SEM of *n* = 3 mice per age group.GQuantitative PCR‐ELISA TRAP assay comparing telomerase activity of 3‐ and 30‐month‐old C57BL/6 mice whole heart lysates. Data are mean ± SEM of *n* = 4 mice per age group.HHistograms displaying distributions of telomere intensity in CMs analysed by 3D Q‐FISH in young (4 months) and old (30 months) wild‐type mice. Data are from *n* = 3 mice. > 100 CMs were analysed per mouse.I% of telomere FISH signal loss in 30‐month‐old wild‐type mice and late generation Terc^−/−^ mice (6 months old) in comparison with 4‐month‐old wild‐type mice. Data are from *n* = 3 mice. > 100 CMs were analysed per mouse.Data information: Statistical analysis was performed using one‐way ANOVA (Holm–Sidak method) for multiple comparisons and Mann–Whitney test and two‐tailed *t*‐test for single comparisons. ***P < 0.001; **P < 0.01.

**Figure EV1:**
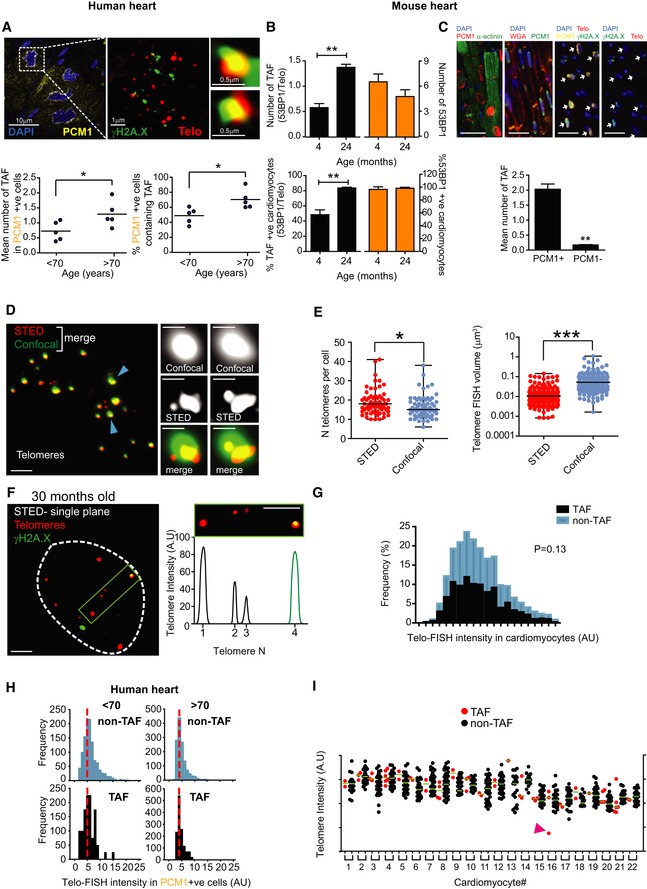
Aged cardiomyocytes in both humans and mice are characterised by dysfunctional telomeres Representative images of γH2A.X immuno‐FISH in PCM1‐positive human cardiomyocytes (blue—DAPI; yellow—PCM1; red—telo‐FISH; green—γH2A.X). Images are z‐projections of 4.5 μm stacks taken with 100× objective. Right panels show co‐localisation between telomeres and γH2AX, with taken from single z‐planes where co‐localisation was found. Graphs showing mean number of TAF (left) and mean percentage of TAF‐positive nuclei (right) in PCM1‐positive human cardiomyocytes from 46‐year‐old to 65‐year‐old and 74‐year‐old to 82‐year‐old human heart tissue. Data are represented as the mean for individual subjects, with the horizontal line representing group mean. *P < 0.05 statistical significance using two‐tailed *t*‐test. Scale bars as indicated.Quantification of 53BP1 Immuno‐FISH in 4‐month‐old and 24‐month‐old mice. Graphs representing mean number of TAF and % of cardiomyocytes positive for TAF are in black and graphs representing mean number of 53BP1 and % of cardiomyocytes positive for 53BP1 are in orange; *n* = 3 mice per age group; > 100 cardiomyocytes were quantified. Asterisk denotes a statistical significance at *P* < 0.01 using two‐tailed *t*‐test.Above: Representative images of PCM1 and α‐actinin, PCM1 and WGA and γH2A.X, PCM1 immuno‐FISH in 30‐month‐old mouse cardiac tissue. White arrows identify PCM1‐expressing CM nuclei. Below: Graph representing mean ± SEM number of TAF in PCM1‐positive versus PCM1‐negative cardiac cells; *n* = 3 mice; > 100 cardiomyocytes were quantified. Asterisk denotes a statistical significance at *P* < 0.01 using two‐tailed *t*‐test. Scale bars represent 20 μm.Representative images of conventional confocal (green) versus STED microscopy (red) for detection of telomeres by Q‐FISH. Blue arrows identify telomeres shown in higher magnification in right 2‐panels. Note that STED microscopy is capable of discerning telomere clusters which would otherwise be detected by confocal microscopy as a single signal. (left) Main image scale bar represents 1 μm. (Right) Higher magnification images scale bars represent 500 μm.Comparison between average number of telomere FISH signals detectable per cell (left graph) and mean telomere volume (right graph) in mouse cardiomyocytes, detected by either standard confocal or STED microscopy. Data are represented as the mean ± SEM for each measurement, with the horizontal line representing the group mean.Representative image of immuno‐FISH using STED microscopy for γH2A.X and telomeres in cardiomyocytes from a 30‐month‐old mouse. Graph on the right side shows two telomere FISH signals of similar intensities (one showing co‐localisation with γH2A.X and the other not). Scale bar represents 1 μm.Histograms representing Q‐FISH analysis by 3D STED microscopy comparing individual telomere length either co‐localising (TAF) or not co‐localising (non‐TAF) with γH2AX foci in mouse cardiomyocytes from *n* = 3 mice (aged 30 months of age). 300 cardiomyocytes (detected by troponin‐C and WGA) were analysed per mouse. Mann–Whitney test reveals no statistical significance between TAF and non‐TAF *P* = 0.13.Histograms displaying telomere intensity for telomeres co‐localising (bottom) or not co‐localising (top) with γH2A.X DDR foci for PCM1‐positive cardiomyocytes obtained from 46‐year‐old to 65‐year‐old (left) and 74‐year‐old to 82‐year‐old subjects. Dotted lines represent median intensity. Mann–Whitney test show no significant difference in telomere intensity between TAF and non‐TAF in either 46‐year‐old to 65‐year‐old or 74‐year‐old to 82‐year‐old subjects (*P* > 0.05). More than 100 cardiomyocytes were quantified per subject.Graph showing values for telomere FISH intensities either co‐localising (TAF) or not co‐localising (non‐TAF) with γH2AX foci in 22 individual cardiomyocytes chosen randomly. Purple arrow indicates one telomere FISH signal, which is lower in intensity than the median. Green horizontal lines denote median fluorescence intensity.

Mean TAF per CM and the total % of CMs containing TAF increased significantly with age in both mouse and human hearts (Figs 1A–C and EV1A). In contrast, the total number of γH2A.X foci did not change with age and were detected in almost all adult CMs irrespective of age (Fig 1D and E). Similar results were obtained when analysing co‐localisation between DDR protein 53BP1 and telomeres in young and old mice (Fig EV1B). Interestingly, CMs from old animals contained a significantly higher number of TAF than other cardiac cell types (Fig EV1C), suggesting that telomere dysfunction is a predominant feature of CM ageing. To confirm further the localisation of a DDR at telomeres, we performed chromatin immunoprecipitation (ChIP) on cross‐linked chromatin from heart tissue, using an antibody against γH2A.X followed by quantitative real‐time PCR for telomeric repeats. We found enrichment of γH2A.X at telomeres in 30‐month‐old mice compared to 3‐month‐old mice (Fig 1F).

Although the majority of the adult CMs are considered post‐mitotic, the adult heart retains limited potential for CM proliferation (Senyo *et al*, 2013; Bergmann *et al*, 2015; Richardson *et al*, 2015). We next investigated whether increased TAF was the outcome of telomere shortening driven by replication and/or impaired telomerase activity. Having first observed that telomerase activity was not affected by mouse age (Fig 1G), we observed a significant reduction in telomere FISH signal when comparing 4‐ to 30‐month‐old mice (Fig 1H). However, the median telomere FISH signal detected in old wild‐type (30 months) mice was comparatively higher than that found in fourth‐generation Terc^−/−^ (G4) where critical telomere shortening has been shown to induce cardiac dysfunction (Wong *et al*, 2008; Fig 1I).

3D super‐resolution stimulated emission depletion microscopy (STED) was used to more accurately detect telomere length by Q‐FISH in CMs. STED resolution is typically 50 nm in XY and 150 nm in Z and overcomes the so‐called diffraction limit of conventional confocal microscopy, which yields resolutions of ≥ 200 nm. Using STED, we could identify an increased number of telomeres detected per CM, as well as decreased individual telomere volume when compared to conventional confocal microscopy (Fig EV1D and E, and Movie EV1). STED microscopy also revealed the existence of clusters of telomeres with varying lengths, which would otherwise be identified as single telomere signals by confocal microscopy (Fig EV1D).

We then proceeded to analyse telomere FISH intensities in telomeres co‐localising with γH2A.X (TAF) and those not co‐localising with γH2A.X (non‐TAF) in aged mice using STED and found no significant differences (Fig EV1F and G). Similar observations were made in CMs from aged human hearts (Fig EV1H). Analysis of telomere FISH intensities by STED in individual cardiomyocytes revealed that telomeres with low FISH intensity co‐localising with γH2A.X are relatively rare (Fig EV1I). Together, our data suggest that length‐independent telomere‐associated DNA damage is unlikely to be due to the limitations of conventional confocal microscopy and that the shortest telomeres are not preferentially signalling a DDR.

While CM proliferation is negligible in adult humans and mice, it is possible that TAF may be the outcome of a small fraction of dividing CMs. To ascertain further whether age‐associated accumulation of TAF can occur in post‐mitotic cells and is not exclusively linked to CM proliferation and turnover during ageing, we analysed our data in a mathematical model of a CM population over 27 months of a mouse lifespan. Our simulations reveal that, even considering relatively high estimates of cell division rates (4–15%), CM proliferation cannot account for the rate of the age‐dependent increase in TAF. Rather, if we assume that proliferation plays no role in the TAF increase with age and that TAF are generated in non‐dividing cells, there is a high degree of correlation between the model and our experimental data (Appendix Fig S1). In the *mdx* ^*4cv*^/*mTR* ^*G2*^ mouse model of telomere dysfunction, reduced expression of shelterin components is suggested to underlie increased telomere erosion in CMs (Mourkioti *et al*, 2013; Chang *et al*, 2016). To test whether uncapping of telomeres contributes to induction of a DDR at telomeres during ageing, we quantified the expression of shelterin components in CMs isolated from young and old wild‐type mice and found no significant differences (Appendix Fig S2A). Similarly, we observed no significant difference in the abundance of TRF2 (an essential component of t‐loop formation) in either TAF or non‐TAF in human CMs *in vivo* (Appendix Fig S2B).

Together, these data support the notion that TAF increase with age in CMs and this occurs as a result of a process that is independent of cell proliferation can occur independently of telomere shortening and is not a result of overt alteration of telomere regulatory factors, such as shelterin components and telomerase. Having shown the phenomenon of telomere dysfunction occurring in CMs *in vivo*, we also found an age‐dependent increase in TAF (but not non‐TAF) in other post‐mitotic cells, specifically in skeletal muscle myocytes and hippocampal neurons, which indicates the widespread nature of this phenomenon (Appendix Fig S3A–G).

### Telomere damage is persistent in cardiomyocytes

Work by us and others previously demonstrated demonstrated that stress exposure leads to activation of a persistent DDR at telomeric regions (Fumagalli *et al*, 2012; Hewitt *et al*, 2012). To investigate the kinetics and nature of the DDR in CMs, we utilised different *in vitro* models. We first observed that exposure to X‐ray radiation (10 Gy) resulted in both telomere‐associated foci (TAF) and non‐telomere‐associated DNA damage foci (non‐TAF) in mouse embryonic CMs positive for troponin‐C and PCM1 (Fig 2A). However, only TAF were persistent, with non‐TAF numbers being significantly reduced with time (Fig 2B).

**Figure 2:**
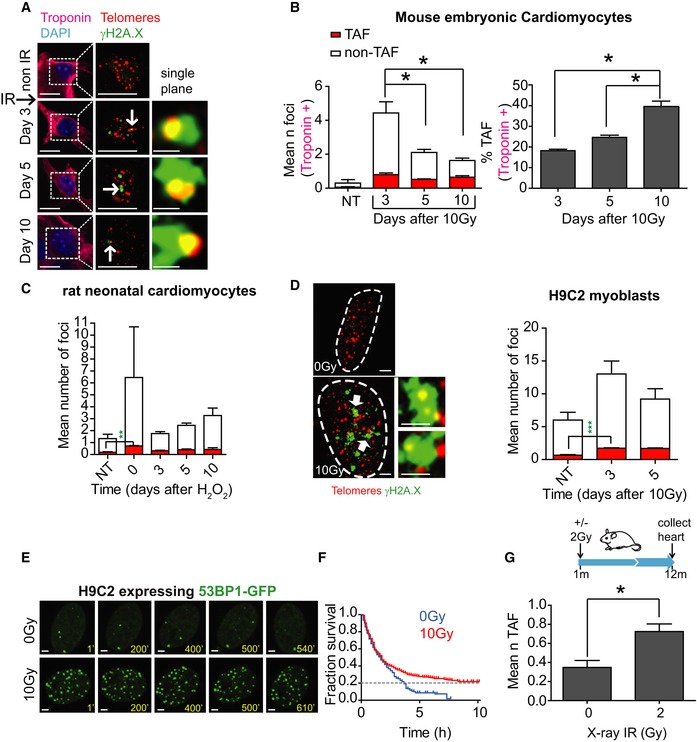
Stress‐induced telomere‐associated DNA damage is persistent in mouse embryonic cardiomyocytes, rat neonatal cardiomyocytes and H9C2 myoblasts Representative images of mouse embryonic cardiomyocytes at days 0, 3, 5 and 10 days following 10 Gy X‐irradiation. Left panels represent troponin‐C‐positive embryonic cardiomyocytes (troponin‐C—magenta; DAPI—light blue). Middle panels display γH2AX foci (green) and telomeres (red) in Z‐projections of 0.1 μm slices, with white arrows indicating co‐localisation. Co‐localising foci are amplified in the right‐hand panels (amplified images represent a single z‐planes where co‐localisation was observed). Scale bars represent 10 μm. Scale bars in single‐plane images 500 nm.(Left) Mean number of both TAF and non‐TAF in troponin I‐positive mouse embryonic cardiomyocytes at days 0, 3, 5 and 10 following 10 Gy X‐irradiation. Data are mean ± SEM of *n *=* *3 independent experiments; 30–50 troponin‐positive cardiomyocytes were analysed per experiment. (Right) Mean percentage of γH2AX foci co‐localising with telomeres (% TAF) in troponin‐C‐positive mouse embryonic cardiomyocytes at days 0, 3, 5 and 10 following 10 Gy X‐irradiation. Statistical analysis performed using one‐way ANOVA (Holm–Sidak method); *P < 0.05. Significant differences were found for mean number of non‐TAF, but not for mean number of TAF.Mean number of both TAF and non‐TAF in neonatal rat cardiomyocytes at days 0, 3, 5, 10 days following treatment for 24 h with H_2_O_2_. Data are mean ± SEM of *n *=* *3. > 50 cells were quantified per condition. Statistical analysis performed using one‐way ANOVA (Holm–Sidak method); **P < 0.01.(Left) Representative images of γH2AX immuno‐FISH in H9C2 myoblasts 3 days 10 Gy X‐irradiation (red—telo‐FISH; green—γH2AX). White arrows identify areas shown in higher magnification panels. (Right) Mean number of both TAF and non‐TAF in H9C2 myoblasts at days 3 and 5 following 10 Gy X‐irradiation. Data are mean ± SEM of *n *=* *3. > 50 cells were quantified per condition. Statistical analysis performed using one‐way ANOVA (Holm–Sidak method); ***P < 0.001. Scale bars represent 1 μm. Scale bars in single‐plane images 500 nm.Representative time‐lapse images of H9C2 rat cardiomyoblasts expressing AcGFP‐53BP1 from 3 days after 10 Gy irradiation at the indicated times (min). Images are maximum intensity projections with a 6.7 μm focal depth. Scale bar represents 1 μm.Kaplan–Meier survival curves for AcGFP‐53BP1c DDR foci in H9C2 cells 3 days after 10 Gy irradiation at 10‐min intervals for 24 h. > 500 foci from 10 cells were tracked per condition. Gehan–Breslow test was used, *P* < 0.001.Schematic illustration showing 1‐month‐old C57BL/6 mice treated with 2 Gy whole‐body X‐irradiation, followed by a recovery period of 11 months before culling at 12 months of age. Mean number of TAF in α‐actinin‐positive cardiomyocytes. Data are mean ± SEM of *n *=* *3 mice per group. Ninety α‐actinin‐positive cardiomyocytes were quantified per condition. Statistical analysis performed using two‐tailed *t*‐test; *P < 0.05.

Cultures of rat neonatal CMs and the myoblast cell line (H9C2) treated with stressors H_2_O_2_ and X‐ray irradiation, respectively, showed that the number of TAF remained persistent over time (Fig 2C and D). Three days subsequently to X‐ray irradiation, we monitored DDR in H9C2 cells using a 53BP1‐GFP fusion protein (Passos *et al*, 2010) and time‐lapse microscopy (Fig 2E). Over a 10‐h time‐course, the majority of individual DDR foci could be seen to be rapidly resolved with only approximately 20% of the original DNA damage foci persisting throughout the time‐course (Fig 2F), similar to the % of TAF‐positive cells for this time point (Fig 2D). To determine whether persistent TAF can also be induced in adult CMs *in vivo*, we exposed young mice to a whole‐body dose of 2 Gy X‐ray irradiation and measured the level of TAF in CMs after 11‐month recovery. Both the mean number of TAF and % of CMs positive for TAF were significantly higher (Fig 2G). Altogether, these data suggest that the majority of genomic DNA damage in CMs is reparable and that only telomeric DNA damage is irreparable and persistent.

Double‐strand breaks can arise in telomeres due to replication errors when replication forks encounter single‐stranded breaks. In order to ascertain whether TAF could be induced in the absence of cell division, we pre‐incubated H9C2 cells with EdU for 3 h and subjected them to either X‐ray irradiation (10 Gy) or 10 μM H_2_O_2._ Following a 24‐h recovery period (in the presence of EdU), the mean number of TAF was significantly increased in cells, which did not incorporate EdU (Appendix Fig S4A), indicating that TAF can be induced in the absence of DNA replication. Further, we isolated adult mouse CMs, which do not proliferate in culture, and exposed them to 5 μM H_2_O_2_. We observed that the mean number of TAF was significantly increased after treatment (Appendix Fig S4B). In addition, we did not find evidence that the shortest telomeres were specifically targeted by stressors. In fact, EdU‐negative irradiated H9C2 cells had a slightly higher median telomere length in damaged telomeres (TAF) compared to telomeres that did not co‐localise with γH2A.X (non‐TAF). However, such a difference was not found in adult murine CMs treated with H_2_O_2_ (Appendix Fig S4C).

### Telomere‐specific DNA damage drives a senescent‐like phenotype

Having demonstrated that TAF increase with age and can be induced due to stress, we then tested whether telomere‐specific damage could directly drive a senescent‐like phenotype in the CM lineage. Rat neonatal CMs were transfected with an endonuclease that specially targets telomeres [a TRF1‐FokI fusion protein and a TRF1‐Fok1D450 inactive mutant (Dilley *et al*, 2016)]. In culture, we found that rat neonatal CMs had very low proliferation rates with 5% of cells incorporating EdU over a period of 24 h. Following 5 days of culture, CMs expressing TRF1‐FokI showed numerous DNA damage foci with the significant majority of damage co‐localising with telomeres (Fig 3A–C). Telomeres were targeted by the endonuclease irrespectively of their length (Fig 3D). *De novo* TAF formation induced a senescent phenotype in CMs characterised, in addition to TAF, by increased SA‐β‐Gal activity and upregulation of the cyclin‐dependent kinase inhibitor p21^CIP^ (Fig 3E and F), as well as increased cellular hypertrophy (Fig 3G). Similar results were found using the H9C2 myoblasts (Fig EV2A–E). Additionally, we used the AC10 cell line derived from adult human ventricular CM (Davidson *et al*, 2005) stably expressing an inducible form of the TRF1‐FokI construct. These cells express CM‐specific transcription factors and contractile proteins and, while proliferative in complete media, are induced to terminal differentiation and exit the cell cycle under mitogen‐depleted conditions. We induced TRF1‐FokI expression in differentiated AC10 cells by exposure to doxycycline (DOX) for 6 h and allowed the cells to recover for an additional 36 h in the absence of DOX. Consistent with the idea that telomere damage is irreparable in differentiated CMs, we found that expression of TRF1‐FokI significantly increased the mean number of TAF and this number persisted for at least 36 h (Fig EV2F and G). Additionally, expression of TRF1‐FokI resulted in increased SA‐β‐Gal activity (Fig EV2H). In contrast, if similar numbers of non‐telomeric DNA damage foci were induced using the homing endonuclease I‐PpoI in neonatal cardiomyocytes, we observed that most DNA damage is repaired within 4 days, without induction of senescent markers or increased cell size (Fig EV2I–K).

**Figure 3:**
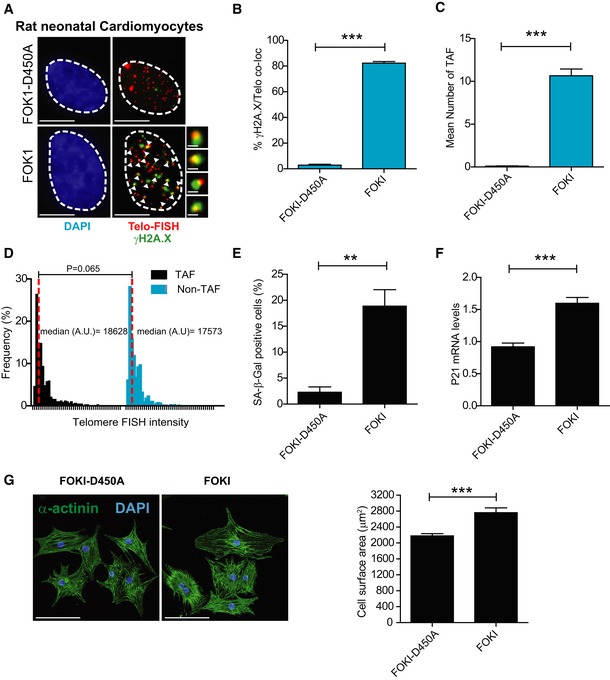
TRF1‐FokI fusion protein induces telomere‐specific double‐strand breaks, senescence and hypertrophy in rat neonatal cardiomyocytes ARepresentative images of rat neonatal CMs 4 days following transfection with a FLAG‐tagged TRF1‐FokI‐D450A (top row) or TRF1‐FokI (middle and bottom row) fusion protein (cell treatments the same for all subsequent panels in Figure; red—telo‐FISH; green—γH2A.X). Images are z‐projections of 0.1 μm stacks taken with 100× objective. White arrows indicate co‐localisation between telomeres and γH2A.X, with co‐localising foci amplified in the right panels (taken from single z‐planes where co‐localisation was found). Scale bar represents 3.5 μm. Scale bar in magnified images showing individual co‐localisation 500 nm.B, C% of γH2A.X foci co‐localising with telomeres (B) and mean number of telomere‐associated foci (TAF) (C) in FLAG‐tagged TRF1‐FokI‐D450A‐ and TRF1‐FokI‐expressing CMs. Data are mean ± SEM of *n* = 4 independent experiments. > 50 cells were analysed per condition. Statistical analysis was performed by two‐tailed *t*‐test ***P < 0.001.DHistograms displaying telomere intensity for telomeres co‐localising or not co‐localising with γH2AX foci. Red dotted lines represent median. Mann–Whitney test shows no significant difference in telomere intensity between TAF and non‐TAF.EMean % of FLAG‐labelled CMs positive for SA‐β‐Gal activity. Data are mean ± SEM of *n* = 3 independent experiments. > 100 cells were quantified per condition. Statistical analysis performed using two‐tailed *t*‐test; **P < 0.01.FExpression of p21 mRNA (as a function of β‐actin and Gapdh) by real‐time PCR in TRF1‐FokI‐D450A and TRF1‐FokI‐expressing CMs. Data are mean ± SEM of *n* = 6 independent experiments. Statistical analysis performed using two‐tailed *t*‐test; ***P < 0.001.GMean ± SEM cell surface area (μm^2^) of FLAG‐labelled CMs expressing TRF1‐FokI‐D450A and TRF1‐FokI. Statistical analysis performed using two‐tailed *t*‐test; ***P < 0.001. Scale bar represents 50 μm.

**Figure EV2:**
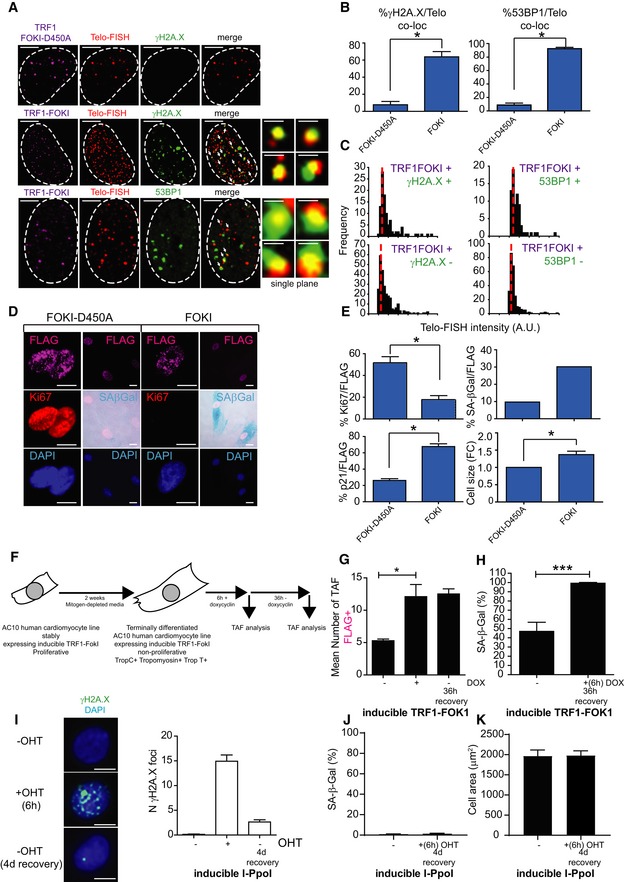
TRF1‐FokI fusion protein induces telomere‐specific double‐strand breaks, senescence and hypertrophy in H9C2 cardiomyoblasts Representative images of H9C2 cardiomyoblasts 4 days following transfection with a FLAG‐tagged TRF1‐FokI‐D450A (top row) or TRF1‐FokI (middle and bottom row) fusion protein (cell treatments the same for all subsequent panels in figure; purple—FLAG; red—telo‐FISH; green—γH2A.X/53BP1). Images are z‐projections of 0.1 μm stacks taken with 100× objective. White arrows indicate co‐localisation between telomeres and γH2A.X/53BP1, with co‐localising foci amplified in the right panels (taken from single *z*‐planes where co‐localisation was found). Scale bars main image represent 2.5 μm. Scale bars single‐plane images 500 nm.Percentage of γH2A.X (left) or 53BP1 (right) foci co‐localising with telomeres. Data are mean ± SEM of *n* = 3 independent experiments. More than 50 cells were analysed per condition. Statistical analysis was performed by two‐tailed *t*‐test; *P < 0.05.Histograms displaying telomere intensity for telomeres co‐localising (bottom) or not co‐localising (top) with γH2AX (left) or 53BP1 (right) DDR foci. Red dotted lines represent median. Statistical analysis performed using two‐tailed *t*‐test. More than 50 cells were analysed per condition. Mann–Whitney tests show no significant difference in telomere intensity between TAF and non‐TAF, with either γH2A.X (left) or 53BP1 (right) DDR foci.Representative images of detection of senescent markers (purple—FLAG; red—Ki‐67; light blue—DAPI; darker cytoplasmic blue—SA‐β‐Gal). Scale bar represents 10 μm.Mean percentage of FLAG‐positive cells positive for Ki‐67, p21, SA‐β‐Gal activity and cell size. Data are mean ± SEM of *n* = 3 independent experiments. More than 100 cells were quantified per condition. For SA‐β‐Gal, data are presented as mean of > 100 cells representative of 1 experiment. Two additional independent experiments confirmed these findings (not shown). Statistical analysis performed using two‐tailed *t*‐test; *P < 0.05.Scheme depicting experimental setting: AC10 human cardiomyocyte cell line stably expressing an inducible TRF1‐FokI was cultured for 2 weeks in mitogen‐depleted media which led to terminal differentiation and loss of proliferation. Then, cells were treated for 6 h with doxycycline (DOX), after which DOX was removed and cells were allowed to recover for 36 h.Mean number of TAF following induction of TRF1‐FokI and recovery. Data are mean ± SEM of *n* = 4 independent experiments. Statistical analysis performed using one‐way ANOVA (Holm–Sidak method); *P < 0.05.% of SA‐β‐Gal‐positive cells expressing TRF1‐FokI 36 h after 6 h DOX treatment. Data are mean ± SEM of *n* = 4 independent experiments. Statistical analysis performed using two‐tailed *t*‐test; *P < 0.001.Forty‐eight hours post‐transfection, neonatal rat cardiomyocytes were stimulated with 4‐OH‐T (300 nM) during 6 h for nuclear re‐localisation of I‐PpoI and DSD induction. Analysis of γH2A.X was performed immediately after treatment and at day 4 post‐treatment. Data are mean ± SD from *n* = 50 cells per condition from two independent experiments. Scale bars represent 10 μm.% of SA‐β‐Gal‐positive neonatal cardiomyocytes transfected with inducible I‐PpoI at day 4 post‐treatment. Data are mean ± SD from *n* = 50 cells per condition from two independent experiments.Analysis of cell size in neonatal cardiomyocytes transfected with inducible I‐PpoI at day 4 post‐treatment. Data are mean ± SEM from *n* = 50 cells per condition from four independent experiments.

### Aged cardiomyocytes activate senescence pathways but not a typical SASP

Within the heart, CMs comprise approximately only 30% of the total cells (Nag & Zak, 1979). To overcome this heterogeneity and obtain an accurate representation of the CM transcriptome during ageing, we devised a new method for isolation and enrichment of CMs. In short, we conducted a retrograde *Langendorff* perfusion for dissociation of cardiomyocytes, followed by removal of CD31^+^/CD45^+^/ScaI^+^ interstitial cells via magnetic bead sorting (Fig 4A). This method allowed us to obtain a highly enriched cardiomyocyte population (Fig EV3A). RT–PCR quantification of mRNAs encoding the cyclin‐dependent kinase inhibitors p16^Ink4a^, p21^CIP^ and p15^Ink4b^ in 3‐ and 20‐month‐old animals demonstrated an age‐dependent increase in expression of all three genes (Fig 4B). Immunohistochemistry on tissue sections from ageing mice validated the increase of p21^CIP^ at the protein level, specifically in CMs (Fig 4C). Furthermore, we detected increased activity of SA‐β‐Gal in old mice (Fig 4D). While SA‐β‐Gal positivity was rare, we could detect it in CMs but no other cell types from old mice. By centromere‐FISH in CMs, we also observed an age‐dependent increase of senescence‐associated distension of satellites (SADS), a marker of senescence (Swanson *et al*, 2013; Fig 4E). 

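RNA of cardiomyocytes (CMs) from hearts of young mice (3 months) and old mice (20 months) was sequenced in 5 libraries per age, and n counts libraries. Before sequencing, CD31-, CD45- and Sca-1-positive cells, which mark endothelial cells, leukocytes and stromal cells, had been removed with magnetic beads. The authors aligned the paired-end reads to the mouse genome (mm9), kept uniquely aligned reads, counted them per gene and compared the ages with DESeq2. They also determined the expression of each gene in each library as FPKM, the number of fragments normalized by transcript length and by the number of mapped fragments. The values per library given here are these deposited FPKM, which cover 37819 features (genes and small RNAs), of which 25202 were above 0 in at least 1 library. The 12340 features with a mean of at least 1 FPKM over the 10 libraries were tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05 for the adjusted p. A log2 difference is that of old minus young CMs on this scale, which is smaller than the log2 ratio for genes near 1 FPKM. Over all tested features its median was -0.0578, and 0.00265 with median-ratio scaling. Medians of gene lists and counts of lower members are given against 0, so they include this common shift. Single genes were also compared with a two-sided exact permutation test over all arrangements of 5 against 5 libraries, whose smallest p is 0.0079. Gene groups were lists fixed before the data were examined, and 32 of the 41 were tested against the other genes with camera at a preset correlation of 0.01. The depth per library is not stated. An approximation from the most frequent low product of FPKM and exon length put it at about 24000000 to 31200000 fragments. The medians were similar in young (26700000) and old CMs (27400000). Markers of the removed cell types were still present, and their mean log2(FPKM + 1) was highest in young library 4 (3.26) and old library 1 (3.22), against 2.39 to 2.81 in the others.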

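On the scale of log2(FPKM + 1), the genes with the largest increase in old CMs were Ighg2c, the constant region of an immunoglobulin heavy chain, and Amy1, a salivary-type amylase. As this scale shrinks changes near 1 FPKM, the order differs for counts. There the authors' log2 fold change was 2.21 for Cyp2b10, 1.99 for Ighg2c, 1.87 for Edn3 and 1.55 for Amy1. Ighg2c (ENSMUSG00000076612, chromosome 12 from 114523536 to 114527141) rose from 2.63 ± 0.937 FPKM in young CMs to 12.5 ± 1.34 in old CMs (SD, n = 5), a log2 difference of 1.92 (standard error 0.16, adjusted p = 0.000334 from limma). Amy1 (ENSMUSG00000074264, chromosome 3 from 113258628 to 113309617) rose from 3.36 ± 0.630 to 10.7 ± 1.34 FPKM (SD, n = 5), a log2 difference of 1.42. Cds1, which makes the phospholipid precursor CDP-diacylglycerol, Cyp2b10, a cytochrome P450, Irf7, a transcription factor of the interferon response, the protein kinase C gene Prkcq, and Cpxm2 also rose, with log2 differences of 1.34, 1.33, 1.26, 1.19 and 1.18. Among protein-coding genes, Ddc, which encodes the aromatic L-amino acid decarboxylase (ENSMUSG00000020182, chromosome 11 from 11714104 to 11798047), had the largest decrease on the log2(FPKM + 1) scale, from 2.28 ± 0.318 to 0.419 ± 0.136 FPKM (SD, n = 5), a log2 difference of -1.21 (standard error 0.10, adjusted p = 0.000334 from limma). Tmem35, the amino acid transporter gene Slc38a1, Armcx3, Phkg1, a catalytic subunit of phosphorylase kinase, and Whrn also fell, with log2 differences of -1.10, -1.0, -0.81, -0.80 and -0.68. Larger differences, from -5.41 to -1.51, belonged to AC073947.1, AL591905.1, AL671866.1 and CT030729.1, annotated microRNA features of 84 to 125 bp that were at 0 in every old library except old library 2. These decreases are not borne out by counts, since the authors' comparison gives the 4 features mean counts of 0 to 0.207, and AL591905.1, AL671866.1 and CT030729.1, with the same FPKM in young libraries 1 and 3 and in each old library, are not separate observations. Leukocyte markers, a list fixed before the data were examined, stood at a mean log2(FPKM + 1) of 1.32 ± 0.291 in young and 1.41 ± 0.181 in old CMs (SD, n = 5, exact permutation test, p = 0.627). Of 14 tested members 11 were higher in old CMs, and the list ranked higher than the other genes (camera, adjusted p = 0.00207, and 0.659 with an estimated correlation), with a median log2 difference of 0.0943 that lay between -0.0027 (without young library 5) and 0.315 (without young library 4) when 1 library was left out.

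In all, 220 genes changed with age, 85 higher and 135 lower in old CMs, and with median-ratio scaling of the libraries the balance turned to 115 higher and 31 lower. Of the 12340 tested features, 853 had old libraries that all lay on one side of the young ones, which chance gives in 0.794% of features. An unadjusted p under 0.05 was found for 2576 features. The authors' comparison called 141 of the 220, each in the same direction. Leaving out any single library lowered the count by more than 1.5 times, to between 33 (without old library 3) and 146 (without old library 5), while 49 genes passed without young library 4 and old library 1, an alternative chosen after the data were seen. The count was 20 after rescaling every library to the same total, 26 with same-numbered libraries as blocks and 0 with Xist as a covariate. That total ran from 1155614 to 3289461 FPKM, with 32.7 to 44.9% of it in Mir5105, a microRNA feature. Protein-coding genes added up to 399825 to 458918 FPKM, so rescaling shifts them with the small RNA features. No label pairs same-numbered libraries. Xist was at most 0.0063 FPKM in every library and higher in old CMs, so it takes up part of the difference between the ages.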

Global transcription analysis of purified CM populations by RNA‐sequencing revealed 416 differentially expressed genes between young (3 months) and old (20 months; Fig EV3B) mice. Principal component analysis revealed that both cohorts separate well with the first and second components, accounting for 80.1 and 7.8% of the cumulative variance across the data set (Fig EV3C). 

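A small RNA feature dominated the variance of the FPKM values across the 10 libraries. Mir5105 (ENSMUSG00000093077, a microRNA feature of 82 bp on chromosome 5 from 147072579 to 147072660) stood at 754800 ± 143800 FPKM in young and 848100 ± 396100 FPKM in old CMs (SD, n = 5), and it held 68.5% of the variance. Another microRNA feature, mmu-mir-2134-4 (chromosome 9 from 56071522 to 56071578), held 30.3%. Mir5105 alone made up 32.7 to 44.9% of the total FPKM of a library. Its FPKM is not its share of the RNA, since the authors' comparison gives it a mean count of 8190 in a total of 12452210 over all genes. Principal component analysis of all features with prcomp, centred and not scaled, gave 99.6% of the variance to PC1 and 0.250% to PC2. Old library 1 had the highest PC1 score (819300) and old library 3 the lowest (-505400), with the young libraries between them. The mean scores of young and old CMs did not differ beyond the spread of the libraries on PC1 (exact permutation test, p = 0.690) or PC2 (exact permutation test, p = 0.619).

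On the log2 scale, where highly expressed genes do not dominate, the 12340 tested features gave 16.7% of the variance to PC1 and 15.5% to PC2. There the ages separated along PC2, with old libraries from 6.10 to 24.9 and young libraries from -20.6 to -6.94 (exact permutation test, p = 0.00794, the smallest this test can give). PC1 of the log2 values did not separate the ages (exact permutation test, p = 0.897). The PC1 scores also separated the ages with each feature scaled to unit variance, where PC1 held 19.9% and PC2 16.4%. With protein-coding genes only, an alternative chosen after the data were seen, PC1 held 86.1% and PC2 7.81%, and PC1 separated the ages (exact permutation test, p = 0.00794). In that case 1 gene, Gm10222 (ENSMUSG00000067736, chromosome 1 from 24619243 to 24619539), carried 92.7% of PC1, at 26330 ± 4209 FPKM in young and 32320 ± 2749 FPKM in old CMs (SD, n = 5, adjusted p = 0.175 from limma). When Gm10222 was also left out, PC1 held 63.4% and did not separate the ages (exact permutation test, p = 0.23).

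**Figure D1:**
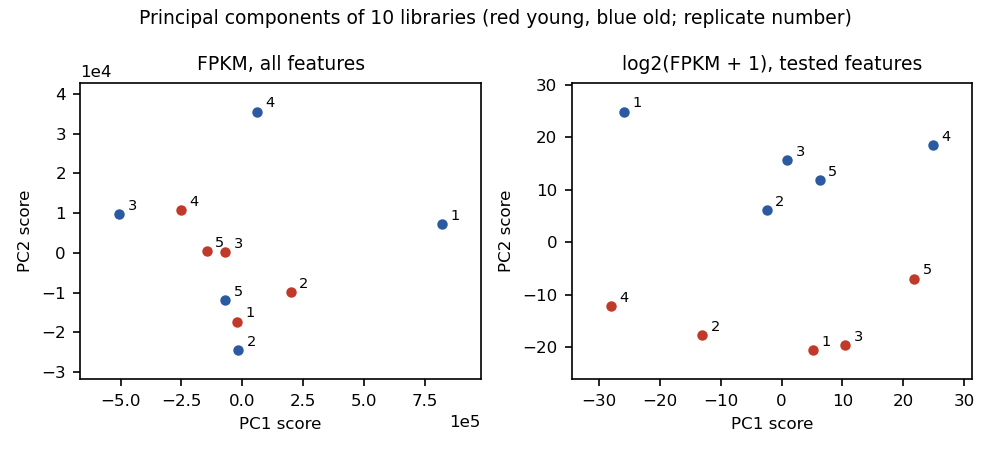
Scores of the 10 libraries on PC1 and PC2, from FPKM of all features (left) and from log2(FPKM + 1) of the tested features (right). Each point is 1 library with its replicate number, red for young and blue for old CMs, and only on the right do the ages lie apart, along PC2.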

Consistent with rare CM proliferation *in vivo*, we did not observe any significant changes in the expression of proliferation genes (Fig EV3D). However, genes involved in the regulation of myofilaments, contraction and CM hypertrophy were enriched in old mice (Myh7, Capn3, Ankrd1, Myom3, Myot, Mybpc2). 

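Of 60 genes of the cell cycle and DNA replication, 20 were expressed highly enough to be tested, and limma called 0 of them. Ube2c, a ubiquitin-conjugating enzyme of the anaphase-promoting complex (ENSMUSG00000001403, chromosome 2 from 164595398 to 164604322), stood at 0.949 ± 0.375 FPKM in young and 1.69 ± 0.563 FPKM in old CMs (SD, n = 5), a log2 difference of 0.47 (standard error 0.17, adjusted p = 0.162 from limma). Pttg1, the securin gene (ENSMUSG00000020415, chromosome 11 from 43233752 to 43239753), was the most highly expressed of these examples, at 90.0 ± 7.56 and 78.7 ± 5.69 FPKM (SD, n = 5), a log2 difference of -0.19 (adjusted p = 0.149 from limma). The mitotic kinase gene Cdk1 had a log2 difference of 0.36 (adjusted p = 0.255) and Rrm1, a subunit of ribonucleotide reductase, one of 0.11 (adjusted p = 0.262). Ube2c and Pttg1 were the 2 members with an unadjusted p under 0.05, 0 members passed when adjusted over the list alone, and the authors' comparison called 0.

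As a group, 13 of the 20 tested members were higher in old CMs and 7 lower, with a median log2 difference of 0.049 and a mean of 0.076. The list ranked higher in old CMs than the other genes (camera, adjusted p = 0.00686). That call was lost with an estimated correlation (adjusted p = 0.551) and with Xist as a covariate (adjusted p = 0.176). Xist was near 0 in every library and higher in old CMs, so this covariate takes up part of the difference between the ages. The median of the list turned to -0.016 without old library 1 and to -0.0021 without young library 1, and was at most 0.073 when another library was left out. Without these libraries the median of all tested features was -0.0682 and -0.0523, so the list median stayed above it. The mean log2(FPKM + 1) of the list was 0.950 ± 0.0746 in young and 1.04 ± 0.101 in old CMs (SD, n = 5, exact permutation test, p = 0.143).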

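Myot and Ankrd1 rose in old CMs. Myot, which encodes the Z-disc protein myotilin (ENSMUSG00000024471, chromosome 18 from 44493728 to 44515378), rose from 30.7 ± 2.35 to 55.7 ± 4.03 FPKM (SD, n = 5), a log2 difference of 0.84 (standard error 0.06, adjusted p = 0.000334 from limma). Ankrd1, a stress-responsive ankyrin repeat protein of the sarcomere and nucleus (ENSMUSG00000024803, chromosome 19 from 36186455 to 36194334), rose from 399.8 ± 125.9 to 856.2 ± 170.3 FPKM (SD, n = 5), a log2 difference of 1.12 (standard error 0.20, adjusted p = 0.0284 from limma). Myh7, the slow beta-myosin heavy chain (ENSMUSG00000053093, chromosome 14 from 55589525 to 55613471), stood at 327.9 ± 24.0 FPKM in young and 353.5 ± 37.8 FPKM in old CMs (SD, n = 5), a log2 difference of 0.10 (standard error 0.08, adjusted p = 0.502 from limma), and 15.6% of its 50-base stretches also occur in Myh6. The authors' comparison of read counts gave Myh7 a log2 fold change of 1.97.

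Mybpc2, the fast-type myosin binding protein C (ENSMUSG00000038670, chromosome 7 from 51757088 to 51780039), stood at 5.04 ± 1.84 and 8.63 ± 1.84 FPKM (SD, n = 5), a log2 difference of 0.69 (adjusted p = 0.0919 from limma). Capn3, a muscle calpain, and Myom3, an M-band myomesin, were near 1 FPKM. Capn3 (ENSMUSG00000079110, chromosome 2 from 120281755 to 120330649) stood at 1.17 ± 0.0988 and 1.77 ± 0.276 FPKM (SD, n = 5), a log2 difference of 0.35 (adjusted p = 0.0669 from limma). Myom3 (ENSMUSG00000037139, chromosome 4 from 135315630 to 135371479) stood at 0.972 ± 0.101 and 1.42 ± 0.0813 FPKM (SD, n = 5), a log2 difference of 0.29 (adjusted p = 0.0721 from limma). In Capn3 and Myom3 all 5 old libraries lay above all 5 young ones.

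Of 54 genes of myofilaments, contraction and hypertrophy, 49 were tested, 2 rose (Myot and Ankrd1) and 1 fell, Tnnt1, the slow skeletal troponin T, with a log2 difference of -0.47 (adjusted p = 0.0467 from limma). Adjusted over the list alone, 6 were higher, Neb among them, and 2 were lower, Tnnt1 and the cardiac troponin I gene Tnni3. The list includes the 6 genes the study chose on these samples, so its direction is not independent evidence. Its median log2 difference was 0.030, -0.020 after rescaling every library to the same total, 0.101 with median-ratio scaling, and up to 0.092 (without young library 1) when 1 library was left out. Against the other genes the list ranked higher in old CMs (camera, adjusted p = 3.83e-07), a call that was lost with an estimated correlation (adjusted p = 0.551). Without the 6 genes, 43 were tested and camera gave p = 2e-04 and, with an estimated correlation, p = 0.213. The call of Ankrd1 ended without young library 2, 3 or 5, without old library 1, 2, 3 or 4 (adjusted p from 0.0574 to 0.08), without a filter on low values (0.0518) and with same-numbered libraries as blocks (0.130), with a log2 difference of 1.02 to 1.29 when 1 library was left out and of 1.12 with blocks, while Mybpc2 passed without young library 1 (0.0305) and with array weights (0.0374). Rescaling to the same total and Xist as a covariate ended the calls of Myot (adjusted p = 1 and 0.102) and Ankrd1 (adjusted p = 0.780 and 0.435). The total depends in part on Mir5105, and Xist was near 0 and higher in old CMs. These losses therefore do not show that the 2 genes did not change.

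**Figure D2:**
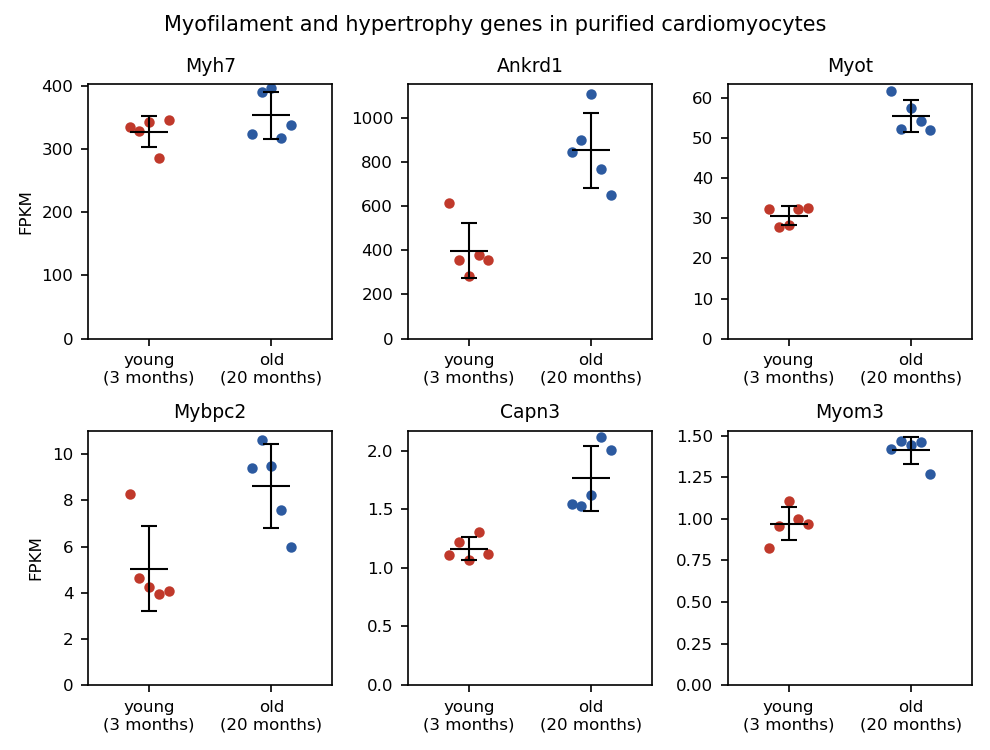
FPKM of Myot, Ankrd1, Myh7, Mybpc2, Capn3 and Myom3 in young and old CMs. Points are the 5 libraries of each age and bars show the mean ± SD, and the old libraries of Myot all lie above the young ones.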

Confirmatory qRT–PCR showed age‐dependent increase in hypertrophy genes Myh7 and Acta1, but not Anf (Fig EV3E and F). 

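The inflammatory genes Il1a, Il1b, Il6, Cxcl1 and Cxcl2 were all expressed at low levels in purified CMs of both ages. Il1a, which encodes interleukin-1 alpha (ENSMUSG00000027399, chromosome 2 from 129125346 to 129135708), stood at 0.0640 ± 0.0215 FPKM in young and 0.0805 ± 0.0428 FPKM in old CMs (SD, n = 5, exact permutation test, p = 0.532). Il1b, the gene of interleukin-1 beta on the same chromosome, stood at 0.856 ± 0.53 and 0.966 ± 0.279 FPKM (SD, n = 5, exact permutation test, p = 0.603). Il6 was at 0 in 5 of the 10 libraries, with means of 0.0217 ± 0.0200 and 0.0221 ± 0.0327 FPKM (SD, n = 5, exact permutation test, p = 0.921). The chemokine gene Cxcl2 stood at 0.849 ± 0.564 and 0.496 ± 0.257 FPKM (SD, n = 5, exact permutation test, p = 0.270). Cxcl1 (ENSMUSG00000029380, chromosome 5 from 91320267 to 91322141) was the only one of these genes expressed highly enough to be tested across all genes, at 1.25 ± 0.987 and 0.990 ± 0.336 FPKM (SD, n = 5), a log2 difference of -0.10 (adjusted p = 0.871 from limma). The differences of Il1a and Il6 were so small that leaving out 1 library turned their direction (Il1a without old library 4, Il6 without young library 1 or 5 or old library 1 or 3).

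Of 67 genes of secreted SASP factors, 32 were tested and limma called 0, with 0 passing when adjusted over the list alone and 0 called in the authors' comparison. The 4 members with an unadjusted p under 0.05 included Il15, with a log2 difference of -0.35 (adjusted p = 0.0907), and Timp1 and Igfbp5, with 0.36 and 0.26 (adjusted p = 0.12 and 0.217). The median log2 difference of the list was 0.066, and when 1 library was left out it lay between -0.047 (without old library 1) and 0.204 (without young library 4), with -0.00057 without young library 5. Vegfa, a member of the list, was listed at 0 in old library 1 and at 55.7 to 109 FPKM in the others. The list ranked higher in old CMs than the other genes (camera, adjusted p = 0.00425), a call that was lost with an estimated correlation (adjusted p = 0.616), without old library 1 (adjusted p = 0.109) and with median-ratio scaling (adjusted p = 0.0804). The mean log2(FPKM + 1) of the list was highest in young library 4 (1.77) and old library 1 (1.71), the libraries with the highest means of endothelial, fibroblast and leukocyte markers. By age it was 1.51 ± 0.154 in young and 1.55 ± 0.101 in old CMs (SD, n = 5, exact permutation test, p = 0.675).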

Interestingly, pro‐inflammatory genes associated with the SASP (Coppé *et al*, 2008), such as Il‐1α, Il‐1β, Il‐6, Cxcl1 and Cxcl2, were not differentially expressed between CMs from young and aged animals (Fig 4F). To determine whether SASP factors were secreted by CMs, we collected conditioned medium from isolated CMs from young and old mice. In accordance with the RNA‐seq results, we did not find any significant differences in the levels of secreted proteins using a cytokine array (Fig 4F).

**Figure 4:**
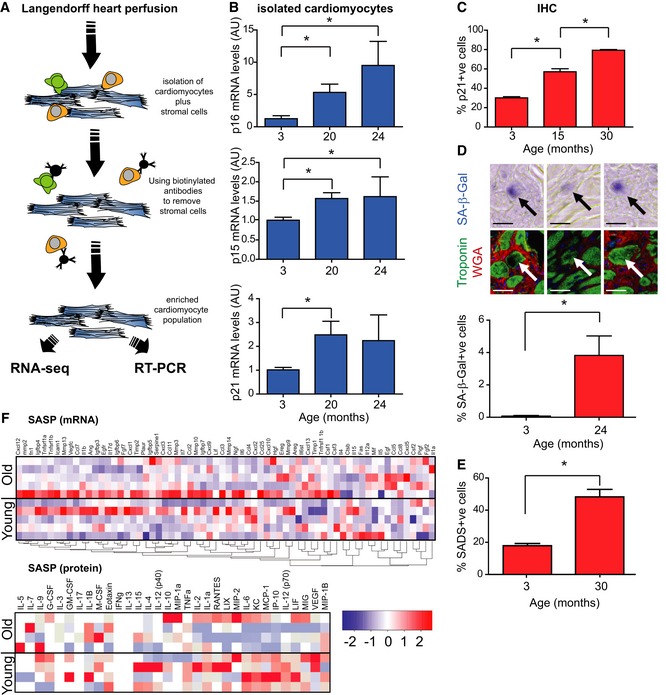
Aged cardiomyocytes activate senescence pathways but not a typical SASP Scheme illustrating CM isolation and purification procedure.Real‐time PCR gene expression analysis in isolated mouse CMs from C57BL/6 mice. Data are mean ± SEM of *n *=* *3–4 per age group. Statistical analysis performed by one‐way ANOVA (Holm–Sidak method); *P < 0.05.Mean % of p21‐positive CM nuclei from 3‐, 15‐ and 30‐month‐old C57BL/6 mice by immunohistochemistry (IHC). Data are mean ± SEM of *n *=* *4 per age group. > 100 CMs were quantified per age group. Statistical analysis performed using one‐way ANOVA (Holm–Sidak method); *P < 0.05.Mean % of 3‐ and 24‐month‐old mouse CMs staining positive for SA‐β‐Gal *in vivo* with representative images above (blue—SA‐β‐Gal; green—troponin‐C; red—WGA). Black arrows indicate SA‐β‐Gal expression in a troponin‐C‐expressing CM. Statistical analysis performed using two‐tailed *t*‐test; *P < 0.05. Data are mean ± SEM from the analysis of > 500 CMs per mouse, four mice per age group. Scale bar 20 μm.Mean % of SADS‐positive CM nuclei from 3‐ and 30‐month‐old mouse CMs positive for SADS *in vivo*, as detected by centromere‐FISH. Data are mean ± SEM of *n *=* *4 per age group. > 200 CMs per mouse were quantified. Statistical analysis performed using two‐tailed *t*‐test; *P < 0.05.SASP heatmap: Pearson correlation clustered heatmap showing a curated list of known SASP genes (top panel) or a selection of secreted SASP proteins (bottom panel) in young (3 months) and old (20 months) mouse CMs (*n* = 5 per age group). The colour intensity represents column Z‐score, where red indicates highly and blue lowly expressed.

**Figure EV3:**
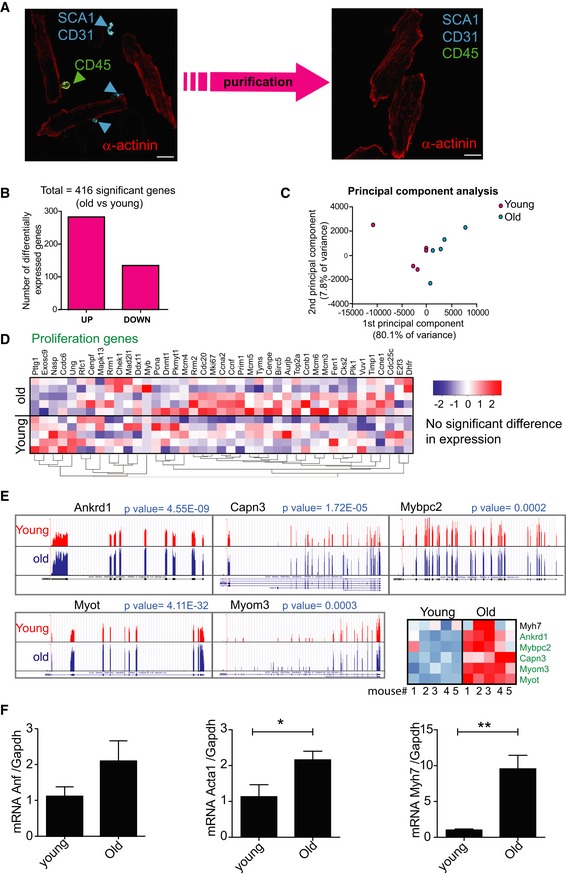
Aged cardiomyocytes have no alterations in proliferation gene expression but show increased expression of genes associated with hypertrophy Representative images of cardiomyocytes isolations before (left) and after (right) purification to remove SCA1‐, CD31‐, and CD45‐positive cells. Scale bar represents 20 μm.Counts of differentially expressed genes calculated using DESeq2 at % 5 FDR.Principal component analysis (PCA) of FPKM expression for young (red) and old (blue) cardiomyocytes. Components one and two account for 80.1 and 7.8% of the total variance, respectively.Correlation clustered heatmap of a curated list of known proliferation genes in young and old cardiomyocytes. The colour intensity represents column *Z*‐score, with red indicating high expression and blue low expression. Note that there is no enrichment for differential expression in this subset of pro‐proliferation genes.Trace plots and heatmap of the relative expression of Ankrd1, Capn3, Mybcp2, Myot, Myom3 and their associated FDR‐corrected *q*‐values derived from DESeq2.Confirmatory RT–PCRs showing changes in cardiac hypertrophy genes Acta1 and Myh7, but not Anf. Data were normalised to Gapdh. Data are mean ± SEM of *n* = 4–5 mice per age group. Two‐tailed *t*‐test was used. **P < 0.01; *P < 0.05.

Our data are in contrast with a previous report that shows increased expression of SASP components in murine heart with age using whole heart homogenates (Ock *et al*, 2016). We therefore compared the expression of previously reported SASP components in non‐purified and purified CM populations. Consistently, we found that following a simple *Langendorff* digestion that collects a heterogeneous population of CMs and stromal cells, we found significant differences in expression of SASP components such as Il‐6 and Cxcl1 between young and old mice (Appendix Fig S5A). However, the population of purified CMs demonstrated no such differences, suggesting that cell types other than CMs could explain previous observations (Appendix Fig S5A). Interestingly, RNA sequencing led to the identification of three secreted proteins, not commonly categorised as SASP components, which were confirmed to be significantly increased at the mRNA level in aged purified CMs: Edn3, Tgfb2 and Gdf15 (Fig 5A). Of these, only Edn3 was increased exclusively in aged CMs, but neither in cardiac stromal cells nor in other organs, suggesting that increased Edn3 levels in plasma is a good indicator of CM ageing (Appendix Fig S5B–D). 

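Edn3, which encodes the vasoactive peptide endothelin 3, rose most of the secreted factors, and Tgfb2, a ligand of the TGF-beta receptors, rose less. Edn3 (ENSMUSG00000027524, chromosome 2 from 174586120 to 174609543) stood at 0.771, 0.471, 0.560, 0.778 and 0.760 FPKM in the young libraries 1 to 5 and at 1.95, 2.92, 2.76, 3.26 and 3.87 FPKM in the old ones. Its mean rose from 0.668 ± 0.143 to 2.95 ± 0.704 FPKM (SD, n = 5), a log2 difference of 1.23 (standard error 0.13, adjusted p = 0.00145 from limma). Tgfb2 (ENSMUSG00000039239, chromosome 1 from 188447065 to 188529871) stood at 0.820, 0.928, 0.796, 1.17 and 1.19 FPKM in the young and at 1.84, 2.16, 2.84, 1.74 and 1.75 FPKM in the old libraries. Its mean rose from 0.982 ± 0.190 to 2.07 ± 0.467 FPKM (SD, n = 5), a log2 difference of 0.62 (standard error 0.11, adjusted p = 0.0309 from limma). Gdf15, a stress-induced member of the TGF-beta superfamily (ENSMUSG00000038508, chromosome 8 from 73153292 to 73156355), stood at 1.94, 0.866, 0.828, 0.877 and 0.893 FPKM in the young and at 2.32, 3.31, 3.71, 1.59 and 1.97 FPKM in the old libraries. Its means were 1.08 ± 0.483 and 2.58 ± 0.899 FPKM (SD, n = 5), a log2 difference of 0.77 (standard error 0.19), with an adjusted p = 0.0721 from limma over all tested genes and p = 0.0159 in the exact permutation test.

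All 5 libraries of each age are included. For Edn3 and Tgfb2 every old library lay above every young one, and for Gdf15 young library 1 lay above old library 4. Adjusted over the list alone, the 3 genes were all higher in old CMs, but the study chose them on these samples, so this is not independent evidence. The paper also reports all 3 as increased by RT-PCR of isolated CMs (5 mice per group). Gdf15 passed the threshold over all genes without young library 1 (adjusted p = 0.0488) and with array weights (0.0382). The call of Tgfb2 ended without young library 1, 2 or 3 and without old library 1, 2, 3 or 4 (adjusted p from 0.0556 to 0.0749). Its log2 difference was 0.539 to 0.661 when 1 library was left out. The call also ended with blocks of same-numbered libraries (0.158), which no label pairs, and after rescaling to the same total (1), which depends in part on Mir5105. With Xist as a covariate the calls of Tgfb2 and Edn3 ended (0.675 and 0.283). Xist was near 0 and higher in old CMs, so this covariate takes up part of the difference between the ages. The paper sets these secreted proteins beside the usual SASP genes, which did not differ in purified CMs, and concludes that aged CMs activate hypertrophy and a non-typical SASP, for which it proposes effects on the CMs themselves and on neighbouring cells.

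**Figure D3:**
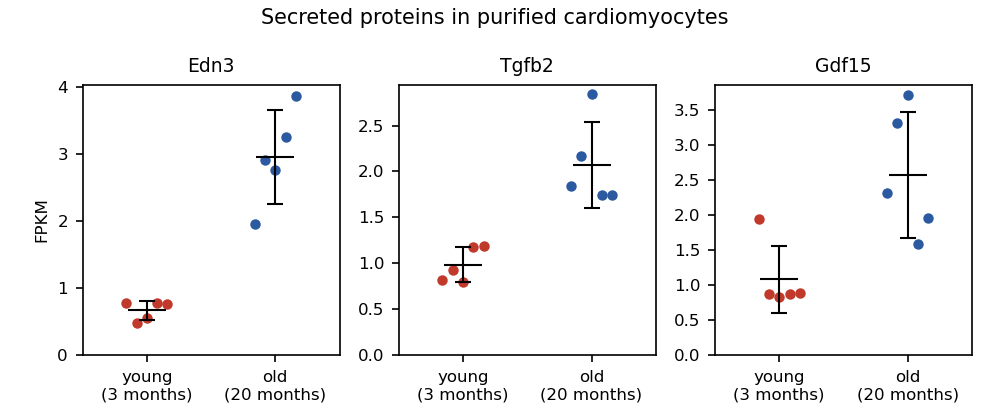
FPKM of Edn3, Tgfb2 and Gdf15 in young and old CMs. Points are the 5 libraries of each age and bars show the mean ± SD, with old libraries of Edn3 from 1.95 to 3.87 FPKM and young ones from 0.471 to 0.778 FPKM.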

The SASP has been shown to impact on proliferation of neighbouring cells, ultimately inducing senescence (Acosta *et al*, 2013). Consistently, we found that conditioned medium isolated from old adult CMs reduced proliferation of neonatal fibroblasts (measured by EdU incorporation) and increased the expression of α‐smooth muscle actin (α‐SMA), an indicator of myofibroblast activation (Fig 5B–E). We then examined in more detail the role of the newly identified CM senescence‐associated proteins in terms of their ability to induce bystander effects, particularly their role in fibrosis, proliferation and hypertrophy. We found that Edn3, Tgfb2 and Gdf15 induced expression of α‐SMA in fibroblasts; however, only Tgfb2 reduced cellular proliferation as measured by EdU incorporation (Fig 5F–H). Furthermore, treatment of neonatal rat CMs with Edn3 or Tgfb2, but not Gdf15, resulted in a significant increase in the cell surface area, supporting their involvement in the induction of hypertrophy (Fig 5I). Consistent with previous reports indicating that the SASP can induce senescence in neighbouring cells (Acosta *et al*, 2013), we found that conditioned medium from old adult CMs was able to induce an increase in SA‐β‐Gal and a reduction in EdU incorporation in fibroblasts. No significant increase in DNA damage foci was observed in fibroblasts (Appendix Fig S5E–H).

**Figure 5:**
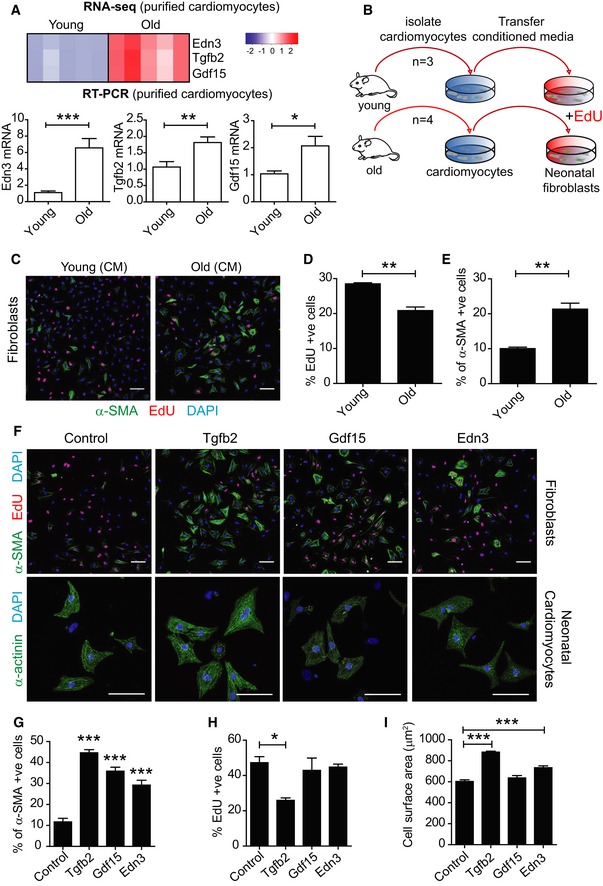
Cardiomyocyte SASP induces fibrosis and reduces proliferation in fibroblasts and induces hypertrophy in cardiomyocytes A(Above) RNA sequencing of purified CMs from four mice per age group reveals age‐dependent increased expression of three secreted proteins Edn3, Tgfb2 and Gdf15; the colour intensity represents column *Z*‐score, where red indicates highly and blue lowly expressed. (Below) mRNA expression of Edn3, Tgfb2 and Gdf15 was independently validated by RT–PCR in young and old isolated adult CMs. Data are mean ± SEM of *n* = 5 mice per group.BCMs were isolated by *Langendorff* heart perfusion, purified and cultured for 48 h. Conditioned medium (CM) was collected and added to cultures of neonatal fibroblasts in the presence of 10 μM EdU.CRepresentative images of immunofluorescent staining against α‐SMA and EdU in neonatal fibroblasts cultured in the presence of CM from young and old CMs.D, EQuantification of % of EdU incorporation (D) and % of a‐SMA‐positive cells (E) in neonatal fibroblasts after treatment for 48 h with CM from young and old CM. Data are mean ± SEM of *n* = 3–4 mice per age group; > 200 cells were quantified per condition.FRepresentative micrographs of neonatal fibroblasts and CMs treated with recombinant proteins: Tgfb2, Edn3 and Gdf15 for 48 h and immunostained against α‐SMA and EdU (fibroblasts) and α‐actinin (CMs).G–IQuantification of α‐SMA‐ (G) and EdU‐positive neonatal fibroblasts (H) and surface area (μm^2^) (I) in neonatal CMs following treatment with the indicated recombinant proteins. Data are mean ± SEM of *n* = 3–4 independent experiments.Data information: Asterisks denote statistical significance with one‐way ANOVA (multiple comparisons) (G, H, I) or two‐tailed *t*‐test (A, D, E). ***P < 0.001; **P < 0.01; *P < 0.05. For all panels, scale bars represent 50 μm.

We conclude that aged CMs *in vivo* activate a number of senescence effector pathways, including hypertrophy and a non‐typical SASP, which may mediate both autocrine and paracrine effects.

### Mitochondrial ROS drive TAF in mouse cardiomyocytes *in vivo*

Mitochondrial dysfunction has been described as both a driver and consequence of cellular senescence (Passos *et al*, 2007, 2010; Correia‐Melo *et al*, 2016). 

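Nuclear genes of mitochondrial complexes held the lowest 3 of 34 places when 22534 features were ranked by the authors' unadjusted p-values, signed by the direction of their fold change. The most negative enrichment belonged to subunits of respiratory complexes I to IV and cytochrome c (normalized enrichment score -2.79, adjusted p = 1.88e-09, fgsea), followed by the mitochondrial ribosome (-2.58, adjusted p = 1.84e-06) and complex I alone (-2.53, adjusted p = 2.09e-05). Immediate early and heat shock genes came next (-2.33, adjusted p = 0.000231), and proteasome genes (-1.97, adjusted p = 0.0082) and genes of the unfolded protein and integrated stress responses (-1.93, adjusted p = 0.00976) were also among the lowest 9. Other genes of the mitochondrial inner membrane, 47 ranked carriers, import and cristae proteins outside these complexes, scored -1.88 (adjusted p = 0.00493), and ATP synthase scored -1.98 (adjusted p = 0.00414). At the other end stood myofilament and hypertrophy genes (2.28, adjusted p = 3.56e-05, and 1.79, adjusted p = 0.0242 without the 6 genes that the study chose on these samples, an alternative added after the data were seen) and interferon-response genes (2.07, adjusted p = 0.00206), and the proliferation genes scored 1.89 (adjusted p = 0.0118). This test takes genes as independent, and in camera with an estimated correlation each of these lists had an adjusted p = 0.551. When genes were ranked by the limma statistic instead, the respiratory subunits scored -2.54 (adjusted p = 1.01e-16) and the proliferation genes 1.63 (adjusted p = 0.0675). These are lists fixed before the data were examined, and the Gene Ontology sets were not analysed here.

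In the FPKM values, 43 of the 47 tested inner membrane genes of this list were lower in old CMs and 4 higher, with a median log2 difference of -0.14, of -0.069 with median-ratio scaling and of -0.113 without young library 1, where 42 were lower. Dhodh, an enzyme of pyrimidine synthesis that is coupled to the respiratory chain (ENSMUSG00000031730, chromosome 8 from 112115243 to 112132573), fell from 11.8 ± 1.30 to 8.54 ± 0.741 FPKM (SD, n = 5), a log2 difference of -0.43 (standard error 0.08, adjusted p = 0.0309 from limma). It was the only member that passed over all genes, with 5 lower when adjusted over the list alone and 20 at an unadjusted p under 0.05. The authors' comparison called 1 member higher and 0 lower, and gave Dhodh an adjusted p = 0.0755 (DESeq2). Apool and Chchd3, which shape the cristae, had log2 differences of -0.22 and -0.19, and Letm1, an ion exchanger, -0.24 (adjusted p = 0.0622, 0.0872 and 0.0919 from limma). Against the other genes the list ranked lower (camera, adjusted p = 6.9e-05), a call that was lost with an estimated correlation (adjusted p = 0.551). Of 76 genes of the mitochondrial ribosome, all were lower in old CMs (median -0.16, -0.096 with median-ratio scaling, where 70 were lower, and -0.11 without young library 1, where 74 were), 33 of them when adjusted over the list alone and Mrps28 over all genes (log2 difference -0.23, adjusted p = 0.0467 from limma). The camera test gave this group an adjusted p = 2.29e-11, and 0.551 with an estimated correlation. The authors' comparison called 0 of its genes and gave Mrps28 an adjusted p = 0.292 (DESeq2).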

Gene Set Enrichment Analysis (GSEA) of RNA‐seq data revealed that the most negatively enriched Gene ontology term in old CMs is the mitochondrial inner membrane (Fig EV4A). Consistently, in CMs from old mice we observed an overall decline in expression of most mitochondrial genes, particularly those genes involved in the electron transport chain (ETC; Fig 6A) and mitochondrial ultrastructural defects by transmission electron microscopy (Fig EV4B).

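Each of the 64 tested nuclear genes of respiratory complexes I to IV and cytochrome c had a lower fitted mean in old CMs, and with median-ratio scaling 61 of them did. Cox7a1, the heart and muscle form of a complex IV subunit (ENSMUSG00000074218, chromosome 7 from 30969190 to 30971047), fell from 2914 ± 254 to 2265 ± 172 FPKM (SD, n = 5), a log2 difference of -0.36 (standard error 0.07, adjusted p = 0.0404 from limma). It was the only member that passed over all genes, while 52 were lower when adjusted over the list alone and 54 had an unadjusted p under 0.05. The complex I subunit gene Ndufv2 stood at 490.6 ± 33.0 and 422.0 ± 22.7 FPKM (SD, n = 5), a log2 difference of -0.22 (adjusted p = 0.0804 from limma). Uqcrc1 of complex III stood at 941.5 ± 27.5 and 814.9 ± 60.2 FPKM (SD, n = 5), a log2 difference of -0.21 (adjusted p = 0.0806 from limma). Sdha of complex II stood at 595.7 ± 24.5 and 529.0 ± 37.3 FPKM (SD, n = 5), a log2 difference of -0.17 (adjusted p = 0.12 from limma). By complex, the median log2 difference was -0.18 for 37 genes of complex I, -0.14 for 4 of complex II, -0.16 for 10 of complex III with cytochrome c and -0.17 for 13 of complex IV. All 17 tested genes of ATP synthase were lower as well (median -0.17), and 16 of them with median-ratio scaling. Adjusted over the list alone, 12 of these were lower.

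Over all tested features the median log2 difference was -0.0578, and 0.00265 with median-ratio scaling. That of the 64 genes was -0.17, and -0.099 with median-ratio scaling. Their mean log2(FPKM + 1) was 9.00 ± 0.0951 in young and 8.84 ± 0.0695 in old CMs (SD, n = 5), and every old library lay below every young one (exact permutation test, p = 0.00794). Young library 1 had the highest mean (9.17, against 8.94 to 9.00 in the other young libraries), and without it the median was -0.133 and 63 of the 64 were lower. Against the other genes the list ranked lower (camera, adjusted p = 1.18e-13), a call that was lost with an estimated correlation (adjusted p = 0.551). The 13 protein genes encoded by mitochondrial DNA were at 0 FPKM in every library, so their expression is not known from these values.

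**Figure D4:**
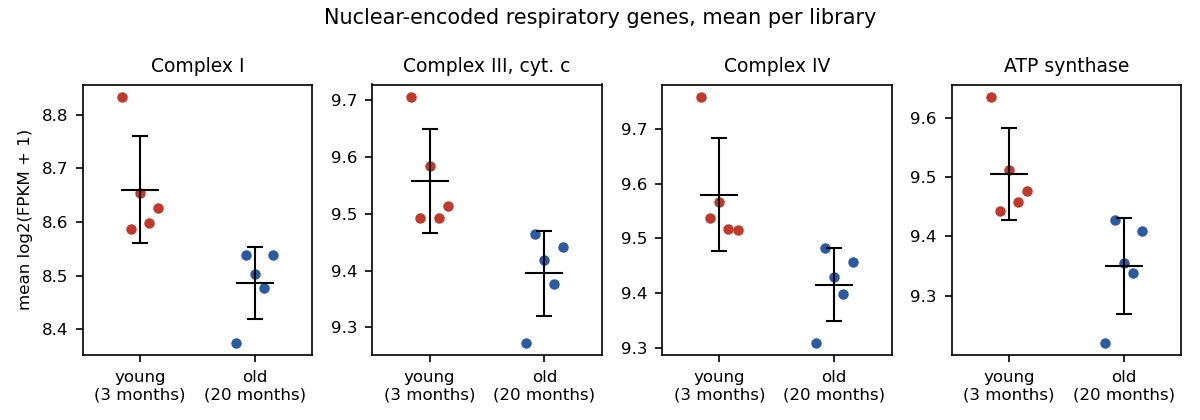
Mean log2(FPKM + 1) of the nuclear genes of complex I, complex III with cytochrome c, complex IV and ATP synthase in young and old CMs. Points are the 5 libraries of each age and bars show the mean ± SD, and in each group the old libraries lie below the young ones.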

**Figure EV4:**
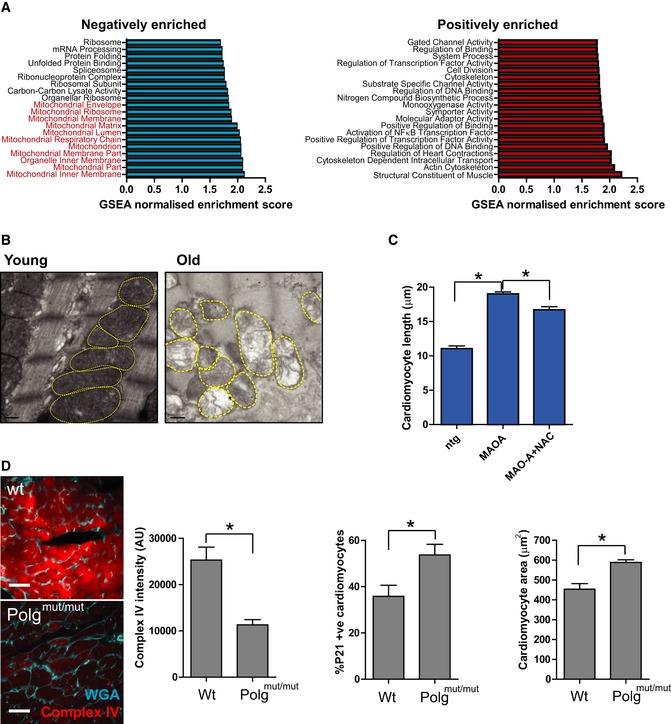
Mitochondrial dysfunction induces senescence and hypertrophy in cardiomyocytes Normalised GSEA enrichment scores for the top 20 positively and negatively enriched GO ontologies. Those negatively enriched ontologies associated with mitochondrial structure and function are highlighted in red.Transmission electron microscopy to detect mitochondrial ultrastructural defects in young (3 months) and old (20 months) mice. Scale bars represent 500 nm.Cardiomyocyte length analysis on WT, MAO‐A or MAO‐A mice with or without drinking water supplemented with 1.5 g/kg/day NAC from the age of 4–24 weeks. Data are mean ± SEM of *n* = 5–10 mice per group.Representative images of mitochondrial complex IV (red) and WGA (blue) in 12‐month‐old WT and Polg^mut/mut^ mice. Graphs represent complex IV intensity (left), p21 positivity by immunohistochemistry and mean cardiomyocyte area (right). Data are mean ± SEM of *n* = 3–5 mice per group. More than 100 cardiomyocytes were quantified per group. Scale bar represents 20 μm.Data information: Asterisks denote a statistical significance at *P* < 0.05 using two‐tailed *t*‐test.

**Figure 6:**
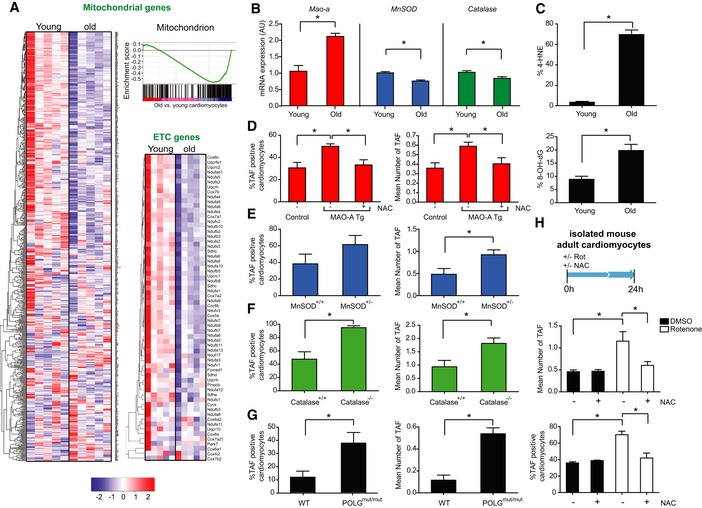
Mitochondrial dysfunction is a feature of cardiomyocyte senescence and drives TAF in mouse cardiomyocytes *in vivo* AMito and ETC genes with GSEA analysis: Clustered heatmap showing all genes associated with the “Mitochondrion” GO term in young and old, mouse CMs as observed by the GSEA pre‐ranked list enrichment analysis (normalised enrichment score: −1.70; FDR *q*‐value < 0.05). Alongside this is a column clustered heatmap displaying a list of genes from the electron transport chain (ETC) GO ontology. In both instances, genes are by column and samples by row with the colour intensity representing column *Z*‐score, where red indicates highly and blue lowly expressed.BReal‐time PCR gene expression analysis of MAO‐A, MnSOD and catalase in isolated mouse CMs from young (3 months) and old (20 months) mice. Data are mean ± SEM of *n* = 4–5 per age group. Asterisks denote a statistical significance at *P* < 0.05 using two‐tailed *t*‐test.CMean % of 4‐HNE‐ (top) or 8‐oxodG‐positive (bottom) CMs from 3 month (young) or 30 month (old) mice. Data are mean ± SEM of *n* = 4 per age group. 100 CMs were quantified per age group. Asterisks denote a statistical significance at *P* < 0.05 using two‐tailed *t*‐test.D–GMean % of TAF‐positive nuclei (left graphs) or mean % of TAF (right graphs) in wild‐type (control) compared to MAO‐A transgenic mice with or without drinking water supplemented with 1.5 g/kg/day NAC from the age of 4–24 weeks, MnSOD^+/+^ vs MnSOD^−/+^, Catalase^+/+^ vs Catalase^−/−^, WT vs POLG double‐mutant mice. Data are mean ± SEM of *n* = 3–4 per group. > 100 CMs were quantified per age group. Statistical analysis was performed using two‐tailed *t*‐test (E–G) or one‐way ANOVA (for multiple comparisons) (D); *P < 0.05.HScheme depicting isolated mouse adult CMs isolated from four animals were treated with or without 100 nM rotenone either in the presence of 5 mM NAC or vehicle control (pre‐treated for 30 min before rotenone treatment), for 24 h before fixation. Mean number of TAF (top graph) and mean % of TAF‐positive nuclei (bottom graph). Data are mean ± SEM from four separate CM cultures isolated from 3‐month‐old mice. Fifty CMs were quantified per condition. Asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA (Holm–Sidak method).

We then speculated whether mitochondrial ROS could be a driver of telomere dysfunction in CMs *in vivo*. Previous data indicate that mitochondrial ROS can drive telomere shortening *in vitro* (Passos *et al*, 2007) and that telomere regions are particularly sensitive to oxidative damage (Hewitt *et al*, 2012). Consistent with this hypothesis, we found increased mRNA expression of the pro‐oxidant enzyme monoamine oxidase A (MAO‐A) and decreased expression of antioxidant enzymes mitochondrial MnSOD and catalase in isolated CMs from old mice (Fig 6B). Furthermore, we found increased lipid peroxidation marker, 4‐HNE, and DNA oxidation marker, 8‐oxodG, in hearts with age (Fig 6C). To address whether these age‐associated changes are causal in TAF induction, we utilised a model of CM‐specific overexpression of MAO‐A (MHC‐MAO‐A tg), which displayed enhanced levels of mitochondrial ROS specifically in CMs (Villeneuve *et al*, 2013). In this transgenic mouse, both the mean number and % of CMs positive for TAF were significantly increased compared to age‐matched controls (Fig 6D). Critically, when transgenic animals were treated with the antioxidant N‐acetyl cysteine (NAC), both the increase in TAF (Fig 6D) and CM hypertrophy were significantly rescued (Fig EV4C). Complementary studies in old MnSOD^+/−^ and Catalase^−/−^ mice also revealed that these had a higher number of TAF than age‐matched controls (Fig 6E and F). Furthermore, we found a significant increase in TAF in CMs from Polg^mut/mut^ mice, a model of accelerated ageing due to mitochondrial dysfunction (Trifunovic *et al*, 2004; Fig 6G). Increased telomere dysfunction in these mice was associated with decreased expression of mitochondrial proteins, increased expression of p21, and cardiac hypertrophy (Fig EV4D). Finally, treatment of isolated adult CMs with rotenone, a mitochondrial complex I inhibitor, induced TAF, which could be rescued by treatment with the antioxidant NAC (Fig 6H).

In summary, CMs from aged heart exhibit downregulation of mitochondrial inner membrane and ETC. genes, and this is associated with indicators of increased ROS metabolism that is causative of telomere‐associated DNA damage.

### Senescent‐cell clearance reduces cardiac hypertrophy and fibrosis

Myocardial remodelling occurs with ageing. Furthermore, it accompanies diseases such as ischaemia, hypertension, valvular disease and heart failure. In order to assay cardiac function with ageing in mice, we used magnetic resonance imaging (MRI). We found no significant difference in systolic cardiac function (ejection fraction) with age. However, we observed an increased mean left ventricle mass (mean of diastolic and systolic mass) indicative of hypertrophy and increased ventricle wall rigidity, symptomatic of a decline in diastolic function, both of which are characteristics of HFpEF patients (Borlaug, 2014) and aged mice (Dai *et al*, 2012; Fig 7A).

**Figure 7:**
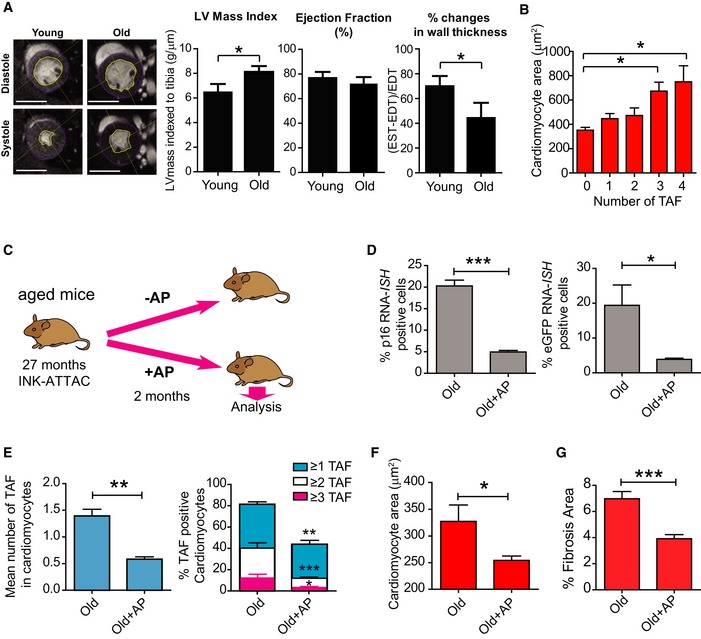
Genetic clearance of p16‐positive cells in aged mice reduces cardiomyocyte senescence, cardiac hypertrophy and fibrosis Examples of individual short‐axis cine‐MR images of 3‐month‐old or 20‐month‐old mouse hearts. Ejection fraction and LV thickness were calculated based on manual measurements of left ventricle epicardial and endocardial borders. % change in wall thickening calculation based on wall thickness at the four points indicated. Measurements were made in all cine slices at end diastole and end systole. Graphs representing data obtained from MRI analysis of > 7 animals per age group. Data are mean ± SEM. Asterisks denote a statistical significance at *P* < 0.05 using Mann–Whitney *U*‐test. Scale bars represent 5 mm.Comparison between mean number of TAF per CM and CM area in 22‐month‐old animals. Data are mean ± SEM of *n* = 4. > 100 CMs were quantified per mouse. Statistical analysis performed using one‐way ANOVA (Holm–Sidak method); *P < 0.05.Scheme depicting experimental design for (D–F): 27‐month‐old INK‐ATTAC mice were treated 4 times with AP20187 (or vehicle), 3 days in a row, every 2 weeks (2‐month‐long treatment in total) and were sacrificed afterwards for analysis.Comparison between the % of p16‐ or eGFP‐positive CMs by RNA *in situ* hybridisation per plane in INK‐ATTAC mice (28–29 months old) treated with vehicle or AP20187. Data are mean ± SEM of *n *=* *5 per age group. 100 CMs were analysed per mouse. Asterisks denote a statistical significance at *P < 0.05 or ***P < 0.001 using two‐tailed *t*‐test.Mean number of TAF (left graph) and mean % of TAF‐positive nuclei (right graph) in CMs. Data are mean ± SEM of *n* = 6 per age group. 100 CMs were analysed per mouse. ***P < 0.001; **P < 0.01; *P < 0.05.Mean CM area μm^2^. Data are mean ± SEM of *n *=* *6 per age group, > 150 CMs analysed per mouse. Asterisks denote a statistical significance at *P < 0.05 using two‐tailed *t*‐test.% of fibrotic area evaluated by Sirius Red staining. Data are mean ± SEM of *n* = 6 per age group. Asterisks denote a statistical significance using Mann–Whitney test. ***P < 0.001.

Previously, we showed that specific induction of TAF was associated with increased cell size in rat neonatal CMs *in vitro* and that CM senescence is associated with hypertrophy *in vivo*. Consistent with a role for TAF‐induced senescence in age‐dependent cardiac hypertrophy, we found that larger CMs from old mice had generally higher TAF frequencies (Fig 7B). In order to determine whether there is a causal relationship between senescence and cardiac hypertrophy, we used the INK‐ATTAC mouse model, in which a small molecule, AP20187 (AP), induces apoptosis through dimerisation of FKBP‐fused Casp8. Using this model, it has previously been shown that clearance of p16‐expressing cells improves multiple parameters of physical health and function within ageing mice (Baker *et al*, 2011, 2016; Farr *et al*, 2017; Ogrodnik *et al*, 2017).

In order to establish if elimination of p16^Ink4a^‐positive cells reduced TAF in CMs, we aged INK‐ATTAC mice until they were 27 months old and treated them with AP for 2 months (Fig 7C). We confirmed by RNA *in situ* hybridisation that both p16^Ink4a^‐ and eGFP‐positive cells were significantly reduced in hearts following AP treatment (Fig 7D). Additionally, we found that TAF in CMs were significantly reduced (Fig 7E); however, we failed to detect any differences in telomere FISH signals between INK‐ATTAC mice with or without clearance of p16^Ink4a^‐positive cells (Fig EV5A). Consistent with a role for CM senescence in age‐dependent myocardial remodelling, we found that AP treatment significantly reduced the average cross‐sectional area of CMs (Fig 7F), and decreased the percentage area of fibrosis, without any change in heart function as measured by % ejection fraction (Figs 7G and EV5B and C). Similar results were observed in a model of cardiac hypertrophy induced by thoracic irradiation. We found that TAF induced by thoracic irradiation in INK‐ATTAC mice were restored to the levels found in sham‐irradiated mice following AP treatment (Appendix Fig S6A–C). Similarly, we found that thoracic irradiation resulted in CM hypertrophy and this was completely rescued by elimination of p16^Ink4a^‐positive cells (Appendix Fig S6D).

**Figure EV5:**
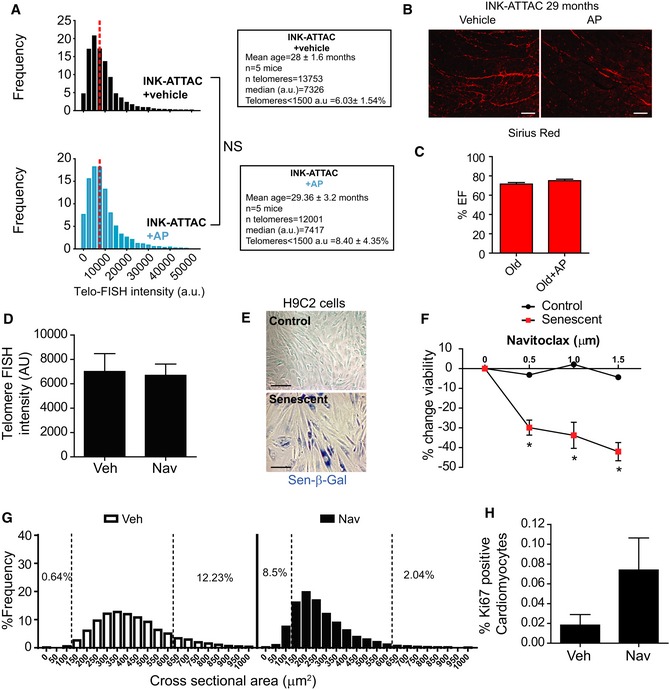
Clearance of senescent cells does not impact on cardiomyocyte telomere length or cardiac function (% EF) but reduces fibrosis and hypertrophy Histograms showing distribution of individual telomere intensities measured by Q‐FISH comparing TAF and non‐TAF in INK‐ATTAC mice (28–29 months old) treated with vehicle or AP20187. > 150 cardiomyocytes were analysed per mouse.Representative image of Sirius Red staining in old INK‐ATTAC mice treated AP20187 (or vehicle) at 29 months of age. Scale bar represents 50 μm.Ejection fraction in old INK‐ATTAC treated with or without AP. Data are mean ± SEM of 11–12 mice per group.Mean telomere FISH intensity in 23‐month‐old mice with or without navitoclax treatment. Data are mean ± SEM of *n *=* *3 per treatment group.H9C2 cardiomyoblasts were induced to senescence (representative Sen‐β‐Gal image) via exposure to 10 Gy X‐ray radiation. Scale bar represents 50 μm.Navitoclax treatment significantly reduced cell viability in senescent cardiomyoblasts in a dose‐dependent manner. Navitoclax had no effect on the viability of non‐senescent cardiomyoblasts. Data are mean ± SEM *n* = 3 for each treatment group and dosage. Statistical analysis via two‐way ANOVA; *P < 0.05.Distribution of cardiomyocyte cross‐sectional area in 23‐month‐old mice treated or not with navitoclax. Data show that most cardiomyocytes with areas above 650 μm^2^ are not detected following navitoclax and smaller cardiomyocytes with areas below 100 μm^2^ emerge. Seven animals per group were analysed.Quantification of Ki‐67 positive cardiomyocytes in vehicle‐ and navitoclax‐treated animals. Data are mean ± SEM of *n* = 3 per treatment group.

To investigate further the therapeutic impact of targeting senescent cells to counteract cardiac ageing, we treated aged wild‐type mice with the previously described senolytic drug, ABT263 (navitoclax; Zhu *et al*, 2016), or vehicle intermittently for 2 weeks (Fig 8A). We found that navitoclax reduced telomere dysfunction in cardiomyocytes without affecting telomere length (similar to what was observed in aged INK‐ATTAC mice following AP treatment; Figs 8B and C, and EV5D). Consistent with its senolytic properties, we found that navitoclax selectively killed senescent H9C2 CMs *in vitro* (Fig EV5E and F).

**Figure 8:**
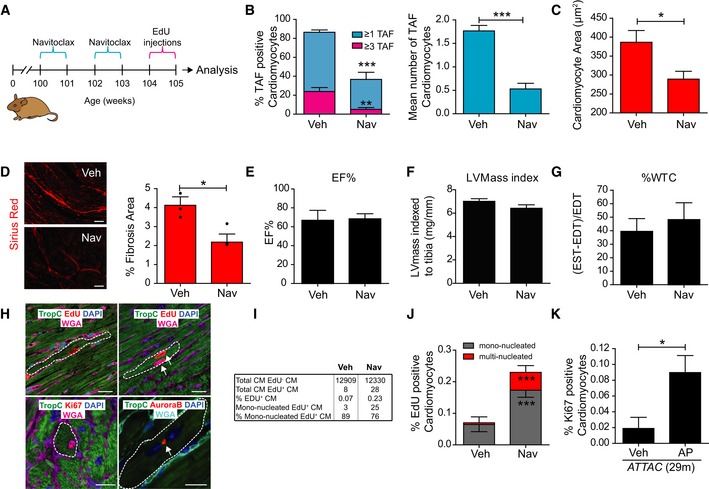
Pharmacological clearance of senescent cells with navitoclax (ABT 263) reduces cardiomyocyte senescence and stimulates cardiomyocyte regeneration AScheme depicting experimental design. Mice at 100 weeks (23 months) of age were treated with vehicle (Veh) or navitoclax (Nav) intermittently for 2 weeks. At 104 weeks, mice were injected every day with EdU for 1 week.BQuantification of mean number of TAF and % of TAF‐positive CMs in 24‐month‐old wild‐type mice treated with vehicle or navitoclax (50 mg/kg/day). Data are mean ± SEM of *n *=* *5–8 mice per group. More than 100 CMs were quantified per animal.CCM cross‐sectional area in 24‐month‐old wild‐type mice treated with vehicle or navitoclax. Data are mean ± SEM of *n *=* *8 mice per group.D(Left) Representative images of Sirius red staining and (right) % of fibrosis area in 24‐month‐old mice treated or not with navitoclax. Data are mean ± SEM of *n* = 3 per group. Scale bar represents 50 μm.E–GMRI analysis of ejection fraction (EF%), left ventricle mass (LVmass) index and % of ventricle wall thickness (%WTC) in 24‐month‐old mice treated or not with navitoclax. Data are mean ± SEM of *n* = 6 mice per treatment group.HExamples of confocal microscopy images of CMs positive for CM marker troponin‐C (TropC), EdU, Ki‐67, and Aurora B from navitoclax‐treated animals. In the upper right panel, white arrows identify two nuclei in the same CM that have incorporated EdU. In the lower right panel, white arrows identify EdU‐expressing Aurora B symmetrically between two nuclei. Scale bars represent 20 μm.ITable summarising numbers of CMs quantified in (J).JQuantification of EdU‐positive CMs (mono‐ or multi‐nucleated) in vehicle‐ and navitoclax‐treated animals. Data are mean ± SEM of *n* = 5–6 mice per group.K% of Ki‐67‐positive CMs in 29‐month‐old INK‐ATTAC mice treated with vehicle or AP20187. Data are mean ± SEM of *n* = 4–6 mice per group.Data information: Asterisks denote a statistical significance using two‐tailed *t*‐test (B, C, K) or Mann–Whitney test (D, J). ***P < 0.001; **P < 0.01; *P < 0.05.

Similarly, to genetic clearance of p16^Ink4a^ cells in INK‐ATTAC mice, we found that navitoclax significantly reduced hypertrophy and fibrosis in aged wild‐type mice (Fig 8C and D). However, navitoclax had no significant impact on cardiac function, LV mass and ventricle wall rigidity (Fig 8E–G). The decrease in mean CM size without significant changes in LV mass suggested a compensatory increase in overall CM number. Supporting *de novo* CM proliferation, we observed that frequency distribution analyses of CM cross‐sectional area suggested that the decrease in mean CM area following navitoclax treatment is a function of both an elimination of the largest CMs, presumably as these are senescent, and the appearance of a “new” population of small CMs (Fig EV5G). This phenotype has previously been associated with CM regeneration (Waring *et al*, 2014). To further investigate *de novo* CM regeneration following navitoclax treatment, we injected EdU in 24‐month‐old mice for 7 days and quantified EdU‐positive cells in combination with CM markers TropC and PCM1 and cell membrane marker wheat germ agglutinin (WGA). We found significantly more EdU‐labelled CMs in the navitoclax‐treated animals than vehicle controls (0.23% vs 0.07%; Fig 8H–J). As CMs may undergo karyokinesis in the absence of cytokinesis resulting in bi‐ or multi‐nucleation, EdU alone is not a marker of cell division. As such, we evaluated the nucleation state of EdU‐labelled CMs by analysing 3D images in 40‐μm‐thick sections as previously described (Mollova *et al*, 2013). Our data indicate senescent‐cell clearance is accompanied by a significant increase of both multi‐ and mono‐nucleated CMs (Fig 8H–J). Each image throughout the z‐series was examined to confirm nucleation state ([Link], [Link]). However, < 25% of all EdU incorporation resulted in multi‐nucleated CMs. We next evaluated the percentage of CMs positive for proliferation marker Ki‐67 and found a similar increase following navitoclax treatment and in aged INK‐ATTAC mice treated with AP (Figs EV5H and 8K). Expression of Aurora B, a component of the contractile ring required for cytoplasmic separation during cell division, was only observed in CMs from hearts where senescent cells had been cleared, where it was located in mid‐body between nuclei, indicative of cytokinesis (Hesse *et al*, 2018; Fig 8H). Altogether, our data support that senescent CMs are involved in age‐associated cardiac hypertrophy and fibrosis and that their clearance may induce a compensatory CM regeneration.

## Discussion

During ageing and despite low level of proliferation, we observe enrichment of DDR proteins at telomere regions, notoriously known for their inefficient repair capacity, fuelled by the actions of telomere binding proteins. TRF2 and its binding partner RAP1 have been shown to prevent NHEJ‐dependent telomeric DNA fusions by inhibiting DNA‐PK‐ and ligase IV‐mediated end‐joining (Bae & Baumann, 2007). In contrast, homologous recombination can repair telomere‐induced DNA damage; however, this process is restricted to proliferating cells undergoing S‐phase and therefore not likely to be relevant for post‐mitotic CMs (Mao *et al*, 2016). As such, within CMs, a cocktail of age‐dependent mitochondrial dysfunction and oxidative stress, coupled with limited CM turnover, fuels the occurrence of irreparable telomere‐associated damage, which may instigate a senescent‐like phenotype (Appendix Fig S7).

While our data indicate that mitochondrial dysfunction and ROS can induce CM senescence, it remains possible that the observed age‐dependent changes in mitochondrial gene expression and morphology are a consequence of telomere dysfunction. In mouse models of accelerated telomere shortening, critically short telomeres have been shown to repress PGC1‐α‐ and β‐mediated mitochondrial biogenesis (Sahin *et al*, 2011; Chang *et al*, 2016). However, increased mitochondrial ROS driven by telomere dysfunction has been shown to induce DNA damage and activate a DDR in a positive feedback loop, making it experimentally complex to unravel which is the initiating step in the process (Passos *et al*, 2010).

There is still uncertainty regarding the physiological role of post‐mitotic CM senescence during the ageing process. Previously, studies have attributed the beneficial effects of clearance of senescent cells in murine ageing heart to other proliferation‐competent cells and not CMs (Baker *et al*, 2016). Studies have also proposed a role for telomere shortening in CM senescence: Short telomeres have been observed in aged murine CMs (Rota *et al*, 2007) and in cardiomyocytes from individuals with end‐stage hypertrophic or dilated cardiomyopathy (Chang *et al*, 2018) and mouse models of accelerated telomere shortening exhibit cardiac dysfunction (Chang *et al*, 2016). However, whether short telomeres *per se* are causal in cardiomyocyte senescence during natural ageing has not been determined. Our data suggest that telomere length is not a limiting factor in CM senescence since (i) genetic elimination of p16^Ink4a^‐positive cells or treatment with senolytic drug, navitoclax, in aged mice did not affect telomere length or the frequency of very short telomeres and (ii) since super‐resolution STED microscopy, which improved the resolution of clustered telomere signals, could not detect differences in FISH intensity between telomeres co‐localising or not with γH2A.X. However, we acknowledge that there are limitations to our experimental approach: While interphase telomere FISH allows us to collect information regarding telomere length in specific cells of interest, it does not allow the recognition of telomeres in specific chromosomes or the detection of telomere‐free ends. Furthermore, as we analyse 3‐μm‐thick tissue sections, we may not capture the entirety of the cardiomyocyte nucleus. Finally, while STED microscopy significantly improved resolution by threefold in XY and nearly 2.3‐fold in Z compared to standard confocal microscopy, it is still possible that clusters of telomeres are not entirely resolved using this method.

Key questions remain regarding the consequences of CM senescence. While telomere dysfunction in CMs activates the classical senescence‐inducing pathways, p21^CIP^ and p16^Ink4a^, CMs in contrast to cardiac stromal cells do not produce a classical SASP. Rather we have identified that factors such as Edn3, Tgfb2, and Gdf15 are released by senescent CMs and promote myofibroblast activation and CM hypertrophy. Based on these data and the observed reduction in myocardial remodelling following senescent‐cell elimination, we suggest that CM senescence and the SASP contribute to age‐related cardiac dysfunction clinically. As such, they represent therapeutic targets to improve myocardial health in the older population.

Another important question, which arises from this study, is whether loss of senescent cardiomyocytes by senotherapies may be detrimental for the heart, which may limit its clinical potential. Our study, in accordance with others (Baker *et al*, 2016; Roos *et al*, 2016; Demaria *et al*, 2017), shows that the loss of senescent cardiomyocytes does not adversely alter cardiac function in aged mice. Based on our observations, we would suggest that function is maintained as a result of compensatory mechanisms that include CM renewal and replacement, as indicated by the increased frequency of EdU‐ and Ki‐67‐positive mononuclear CMs and the observation of CMs expressing Aurora B symmetrically between nuclei (Hesse *et al*, 2018). Following senescence clearance, we also identified an increase in CM karyokinesis. A process that can be associated the CM hypertrophy that occurs during adaptive and ultimately maladaptive remodelling in response to pathological conditions which involve CM loss, including myocardial infarction and pressure overload (Ahuja *et al*, 2007). While the observed global reduction in hypertrophy argues against karyokinesis and hypertrophy being the main compensatory mechanisms following senescent CM elimination, extended longitudinal studies of cardiac function will need to be conducted to ascertain whether maladaptive remodelling and cardiac dysfunction occur in the longer term.

In summary, our study provides evidence for the concept that post‐mitotic CM senescence is a major effector of myocardial ageing and offers a proof‐of‐principle that modulation of cardiac senescence is a viable treatment strategy. While described in myocytes, we speculate that our proposed mechanism may explain PoMiCS which has been detected in other tissues such as neurones (Jurk *et al*, 2012), osteocytes (Farr *et al*, 2017), and adipocytes (Minamino *et al*, 2009).

## Materials and Methods

### Animals and procedures

#### Ageing studies

Mixed‐sex C57BL/6 mice were analysed at either 3, 15, 20, 24 or 30 months of age. For whole‐body X‐ray irradiation, mixed‐sex 1‐month‐old C57BL/6 mice were irradiated with 2 Gy followed by 11‐month recovery period before culling. *TERC* ^*−/−*^ *C57BL/6 mice*. Male mice were bred to produce successive generations of mice with decreasing telomere length. Hearts from fourth‐generation (G4) mixed‐sex mice were studied. *Catalase* ^*−/−*^ *and MnSOD* ^*+/−*^ *mice*. Mouse models for elevated reactive oxygen species and mitochondrial dysfunction: Catalase^−/−^ and MnSOD^+/−^ were aged until 22–24 months. *PolgA* ^*mut/mut*^ *mice*. Mice with a knock‐in missense mutation (D257A) at the second endonuclease‐proofreading domain of the catalytic subunit of the mitochondrial DNA (mtDNA) polymerase Polγ (*PolgA* ^*mut*/*mut*^ mice) and *PolgA* ^+/+^ mice were used at 12 months of age. Mice were group‐housed in individually ventilated cages with a constant temperature of 25°C, a 12‐h light/dark cycle and with RM3 expanded chow (Special Diet Services).

For the above mice projects were approved Newcastle University Animal Welfare Ethical Review Board and experiments were conducted in compliance with the UK Home Office (PPL P3FC7C606 or 60/3864).

#### MAO‐A transgenic mice

MAO‐A mice, on the C57BL6/J background, with cardiac‐specific overexpression of MAO‐A driven by the α‐MHC promoter are previously described (Villeneuve *et al*, 2013). Mixed‐sex MAO‐A offspring and non‐transgenic littermates were used for the experiments at 6 months of age. N‐acetyl‐cysteine was provided at 1.5 g/kg/day between 1 and 6 months of age. Mice were housed in a pathogen‐free facility (B 31 555 010). Experiments were approved by University of Toulouse local ethic committee (CEEA‐122 2015‐01) and conformed to the Guide for the Care and Use of Laboratory Animals published by the Directive 2010/63/EU of the European Parliament.

#### INK‐ATTAC mouse model for the clearance of senescent cells

Experimental strategy for making transgenic mice with a senescence‐activated promoter coupled to the drug‐activatable ATTAC “suicide” transgene and GFP was devised by JLK and TT. INK‐ATTAC mice were created and characterised at Mayo through a collaboration among the JLK‐TT, NKL and van Deursen laboratories. Animals were crossed onto a C57BL/6 background (van Deursen laboratory) and bred, genotyped and aged (JLK‐TT laboratory). Mixed‐sex mice were housed in a pathogen‐free facility, at 2–5 mice/cage with 12‐h light/12‐h dark cycle at 24°C and *ad libitum* access to standard mouse diet (Lab Diet 5053, St Louis, MO, USA) and water. AP20187 (10 mg/kg) or vehicle was administered to 27‐month‐old mice by intraperitoneal injection every 3 days for 2 months.

#### Senolytic treatment of male C57BL/6 mice

Mice at 22 months of age were purchased from Charles River (Charles River Laboratories International, UK). Mice were randomly assigned to a treatment group. ABT263 (navitoclax) or vehicle alone was administered to mice by oral gavage at 50 mg/kg body weight per day (mg/kg/day) for 7 days per cycle for two cycles with a 1‐week interval between the cycles. Hearts were collected directly into 50 mM KCl to arrest in diastole.

For all animal studies, details of sample sizes are included in the figure legends.

#### Human tissue collection and ethics

Human heart tissue was obtained from male and female patients undergoing open‐heart surgery for aortic stenosis, with a section of the right atrial appendage being placed in 10% neutral buffered formalin (VWR, 9713.9010) immediately after dissection. Subsequent processing steps for paraffin embedding were the same as for mouse tissue (as described below). All tissue samples were obtained under the clause in the Human Tissue Act that enables anonymised samples to be taken without consent in the context of an ethically approved study. This study was approved by the Research Ethics Committee, UK, REC reference number: 10/H0908/56.

#### Adult mouse cardiomyocyte isolation and purification

Hearts from mixed‐sex CJ57/BL6 mice were placed on a Langendorff setup. Cell suspensions were obtained by enzymatic digestion and sedimentation. To enrich the CM population, cells were stained at 4°C for 30 min with a cocktail of biotin‐conjugated antibodies (CD31 (390), CD45 (30‐F11), and Sca‐1 (D7); BioLegend) and the EasySep™ Mouse Biotin Positive Selection Kit, used to remove the labelled non‐CM cells. Cultured CM purity was assessed by immunofluorescent staining against CD31, Sca‐1, CD45, and α‐actinin. Qiagen RNA extraction kit was used of RNA isolation. CMs were cultured on laminin‐coated wells in MEM with Hank's salts and l‐glutamine (SIGMA), 0.1 mg/ml BSA, 10 mM butanedione monoxime, ITS Liquid Media Supplement (SIGMA).

#### Culture of H9C2 rat myoblasts

H9C2 rat heart‐derived embryonic myocytes (ATCC) were cultured in DMEM (SIGMA), 5% foetal calf serum, penicillin/streptomycin 100 U/ml, 2 mM glutamine, at atmospheric conditions (air plus 5% CO_2_).

#### Neonatal rat ventricular myocyte (NRVM) isolation

For neonatal cardiomyocytes, hearts of mixed‐sex 2‐ to 3‐day‐old Sprague Dawley rats were dissociated with 0.43 mg/ml collagenase type A (Roche) and 0.5 mg/ml pancreatin (Sigma). Myocyte enrichment was performed by centrifugation through a discontinuous Percoll gradient, and the resultant suspension of myocytes was plated onto gelatin‐coated culture dishes in mix medium containing 80% DMEM High Glucose and 20% M199, supplemented with 10% FBS, 5% HS and 1% antibiotics. After plating, cells were cultivated in mix medium with reduced FBS concentration (5%). Plasmid transfections were performed using Lipofectamine 2000 reagent (Life Technologies).

#### Mouse embryonic cardiomyocyte isolation and culture

Under sterile conditions, hearts were removed from mixed‐sex E17.5 embryos and then cut into multiple fragments in cardiomyocyte balanced salt buffer (CBSB; 116 mM NaCl, 20 mM HEPES, 1 mM NaH_2_PO_4_, 5.365 mM KCl, 831 nM MgSO_4_). Heart fragments were then incubated in CBSB with 80 U/ml collagenase type II (Worthington) for 5 min. Allowing fragments to settle, supernatant was removed and centrifuged at 700 × *g* for 5 min. Remaining fragments were then re‐suspended in cardiomyocyte enzyme solution (CBSB, 80 U/ml collagenase II and 0.25 mg/ml trypsin) for 30 min, with gentle shaking. Fragments were allowed to settle, and then, supernatant containing dissociated cells was removed and centrifuged at 700 × *g* for 5 min, washed in FBS and stored at 4°C. Remaining fragments were then re‐suspended as before into cardiomyocyte enzyme solution. After centrifugation, the supernatant was discarded and pellet was again re‐suspended in 4°C FBS and placed on ice. Re‐suspension, centrifugation and collection were then repeated until all fragments had been dissolved (7–10 cycles). All FBS suspensions were pooled together and centrifuged at 700 × *g* for 5 min. The supernatant was then discarded and cells re‐suspended in cardiomyocyte growth medium (Dulbecco's Modified Eagle's Medium (DMEM), supplemented with 17% Medium 199, 5% FBS, 10% horse serum (SIGMA, H0146), 100 μg/ml streptomycin, 100 units/ml penicillin and 2 mM l‐glutamine). Cells were then seeded into a collagen‐coated (1 mg/ml) T75 culture flask (SIGMA) and incubated at 37°C for 2 h. After the incubation, the supernatant, containing cardiomyocytes, was collected from the flask and the adherent fibroblasts discarded. Cardiomyocytes were then cultured in Cardiomyocyte Growth Medium.

#### Culture and differentiation of AC10 cells

Cells were seeded at a density of 2.5 × 10^4^/ml on glass coverslips coated with 12.5 μg/ml fibronectin in 0.02% gelatin in DMEM/F‐12 with 12.5% FBS. Once confluent, medium was then replaced by mitogen‐deficient medium, DMEM/F‐12 supplemented with 2% HS and insulin–selenium–transferrin supplement (ITS, Invitrogen), and the cells cultured for a further 2 weeks to allow terminal differentiation.

### Cell culture, transfections and treatments

#### Transfection of H9C2 myoblasts and rat neonatal cardiomyocytes

Cells were transiently transfected with a 53BP1‐GFP reporter protein using the plasmid pG‐AcGFP‐53BP1c or either TRF1‐FokI‐D450A or TRF1‐FokI or pBABe‐HA‐ER‐IPpoI plasmids using Lipofectamine 2000 (ThermoFisher) at a ratio of 3 μl Lipofectamine 2000 to 1 μg DNA following the manufacturer's protocol. Transfected cells detected with an anti‐FLAG antibody (SIGMA).

#### Stress‐induced senescence of cultured cells

For H9C2 cells, rat neonatal or mouse embryonic CM senescence was induced by 10 Gy X‐ray irradiation. In both cell types, we observed senescence after 10 days using SA‐β‐Gal assay (> 70% positive cells) and absence of proliferation marker Ki‐67. H9C2 senescent or proliferating cells were treated with ABT‐263 (Navitoclax; AdooQ Bioscience, USA), and viability was assessed using a Tali Image‐Based Cytometer (Invitrogen).

#### EdU incorporation assays

Cells were incubated in 10 μM EdU in normal growth medium for 24 h. EdU was detected using the Click‐iT® EdU Imaging Kit (Invitrogen), as per manufacturer's protocol.

#### Thoracic Irradiation

A TrueBeam linear accelerator (Varian Medical Systems, Palo Alto) was used for the mouse studies. Anesthetised INK‐ATTAC mice (2 months of age) received a single, 20 Gy radiation dose delivered to the thoracic region. The radiation beam was collimated to an area encompassing the mouse lungs and the radiation field positions on the mice were verified using kV‐CBCT and 2D kV imaging of the animals prior to irradiation. The dose rate at the prescription point was 14.8 Gy/min, using 89 cm source to the surface distance. Dose was prescribed to midline in the mice and was confirmed using film and ion chamber dosimetry. All mice prophylactically received 100 mg/ml Baytril antibiotic in their drinking water for 3 weeks post‐irradiation. One month following irradiation, mice were randomised to AP20187 (10 mg/kg), delivered by intraperitoneal injection (treatments twice weekly) or vehicle groups. Body weight was monitored weekly. Mice were euthanised 6 months post‐irradiation exposure using a lethal dose of pentobarbital. Animal experiments involving INK‐ATTAC mice were performed under protocols approved by the Mayo Clinic Institutional Animal Care and Use Committee.

#### Live‐cell imaging

For live‐cell time‐lapse microscopy of 53BP1 reporter fluorescence, H9C2 cells were plated on glass coverslip‐bottomed dishes (MatTek), and cells were imaged every 10 min for 10 h as Z‐stacks over 7 μm with a 63× objective (NA = 1.4), using a Zeiss spinning disc confocal microscope with cells incubated at 37°C with humidified 5% CO_2_. AcGFP‐53BP1 foci dynamics were analysed using Imaris Software.

#### Immunohistochemistry

Deparaffinisation, hydration and antigen retrieval of formalin‐fixed paraffin‐embedded heart tissues were performed as previously described. Sections were incubated with M.O.M mouse IgG blocking reagent (90 μl blocking reagent: 2.5 ml TTBS) for 1 h at room temperature. After 2 × 5 minute PBS washes, sections were incubated with avidin for 15 min, rinsed with PBS, and then incubated with biotin for 15 min at room temperature. Primary antibody was then diluted in M.O.M diluents (7,500 ml TTBS: 600 μl protein concentrate) and incubated overnight at 4°C. After 2 × 5 min PBS washes, sections were incubated in biotinylated‐mouse IgG reagent diluted in blocking solution (1:200) for 30 min at room temperature. After 2 × 5 min PBS washes, endogenous peroxidase activity was blocked by incubating sections in 0.9% H_2_O_2_ in water for 30 min. After 2 × 5 min PBS washes, sections were incubated in AB complex for 30 min at room temperature. After 3 × 5 min PBS washes, sections were then incubated in NovaRed solution for up to 10 min, rinsed with water, counterstained with haematoxylin for 2 min, washed in PBS and then transferred to ammonia water for 30 s. After a 1‐min wash in water, sections were then dehydrated through 70, 90 and 100% ethanol and then histoclear for 5 min each. Sections were then mounted with DPX.

Primary antibodies used were as follows: mouse monoclonal anti‐4HNE (1:100, MHN; JaICA), mouse monoclonal anti‐8‐OHdG (1:100, MOG; JaICA) and rabbit polyclonal anti‐p21 (1:200, ab7960; Abcam).

#### Immunofluorescence

Cells were grown on sterile coverslips, fixed with 2% PFA and permeabilised with PBG‐T (PBS, 0.4% fish‐skin gelatin, 0.5% BSA, 0.5% Triton X‐100). Cells were incubated in primary antibody for 1 h at room temperature (RT), followed by incubation in secondary antibody for 45 min. Primary antibodies: anti‐γ‐H2AX (1:200, #9718; Cell Signaling), anti‐53BP1 (1:200, #4937; Cell Signaling), anti‐53bp1 (1:200, nb100‐305, Novus Biologicals), anti‐α‐actinin (1:100, A7811; SIGMA), anti‐troponin I (1:200, Catalogue, Company), anti‐troponin‐C (1:200, Abcam ab30807), anti‐PCM1 (1:200, ab154142; Abcam), anti‐FLAG (1:1,000, F1804; SIGMA) and anti‐Ki‐67 (1:250 (4 μg/ml), ab15580; Abcam). Secondary antibodies: Alexa Fluor® 488, Alexa Fluor® 594 or Alexa Fluor® 647 (Invitrogen).

#### Microscopy

For fluorescence microscopy, a Leica DM5500B wide‐field fluorescence microscope and Zeiss AxioObserver Spinning Disk confocal microscope were used. For super‐resolution STED microscopy, a Leica SP8 confocal (inverted) gSTED 3D super‐resolution microscope was used. For all quantitative immunohistological analysis studies were performed in a blinded manner.

#### Immuno‐FISH and FISH

Immuno‐FISH was performed as described in Hewitt *et al* (2012). Briefly, cells were grown on coverslips and immunocytochemistry performed as described above, with either anti‐γH2AX (1:200, 9718; Cell Signaling) or anti‐53BP1 (1:200, 4937; Cell Signaling). Cells were then fixed with methanol: acetic acid (3:1), dehydrated through an alcohol series, air‐dried and incubated with PNA hybridisation mix [70% deionised formamide (SIGMA), 25 mM MgCl_2_, 1 M Tris pH 7.2, 5% blocking reagent (Roche) containing 2.5 μg/ml Cy3‐labelled telomere‐specific (CCCTAA) peptide nucleic acid probe (Panagene)], for 10 min at 80°C in a then for 2 h at RT in the dark humidifier chamber. Cells were washed with 70% formamide in 2× SSC for 10 min, 2× SSC for 10 min and PBS for 10 min. Cells were mounted with ProLong® Gold Antifade Mountant with DAPI (ThermoFisher). For immuno‐FISH in formalin‐fixed paraffin‐embedded tissues, sections were de‐waxed and rehydrated through an alcohol series. Antigen retrieval was via 0.1 M citrate buffer boiling. Sections were incubated in blocked buffer (1:60 Normal Goat Serum in PBS/0.1% BSA) followed by primary antibody at 4°C. Sections were then incubated with a biotinylated secondary antibody (1:200) followed by avidin‐DCS (1:500). Sections were post‐fixed in 4% PFA for 20 min, and FISH was carried out as described above. For centromere‐FISH (SADS detection), a FAM‐labelled, CENPB‐specific (centromere; ATTCGTTGGAAACGGGA) peptide nucleic acid probe (Panagene) was used. Frequency of SADS was assessed by quantification of decondensed/elongated centromeres.

#### RNA *in situ* hybridisation

RNA‐*ISH* was performed after RNAscope protocol from Advanced Cell Diagnostics, Inc. (ACD). Paraffin sections were deparaffinised with Histoclear, rehydrated in graded ethanol (EtOH), and H_2_O_2_ was applied for 10 min at RT followed by two washes in H_2_O. Sections were placed in hot retrieval reagent and heated for 30 min. After washes in H_2_O and 100% EtOH, sections were air‐dried. Sections were treated with protease plus for 30 min at 40°C, washed with H_2_O and incubated with target probe (p16, eGFP) for 2 h at 40°C. Afterwards, slides were washed with H_2_O followed by incubation with AMP1 (30 min at 40°C) and next washed with wash buffer (WB) and AMP2 (15 min at 40°C), WB and AMP3 (30 min at 40°C), WB and AMP4 (15 min at 40°C), WB and AMP5 (30 min at RT) and WB and, finally, AMP6 (15 min at RT). Finally, RNAscope 2.5 HD Reagent kit‐RED was used for chromogenic labelling. After counterstaining with haematoxylin, sections were mounted and coverslipped. All analysis was performed in a blinded manner.

#### Crosslinked chromatin immunoprecipitation assay (ChIP)

Three‐month‐old and 30‐month‐old frozen heart tissues (*n* = 3 per age group) were powdered using dry pulverisation cryoPREP (Covaris). The powder was then re‐suspended into 1% formaldehyde solution in PBS and cells cross‐linked for 5 min at RT, then quenched with glycine buffer at final concentration of 125 mM. The cells were rinsed in cold PBS and harvested into PBS with protease inhibitors and centrifuged for 5 min, 4°C, 1,000 × *g*. The pellet was re‐suspended in ChIP lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris–HCl pH 8.1) and incubated for 20 min on ice. Lysate was sonicated to generate average size fragment of 200–700 bp; cell debris was pelleted by centrifugation for 10 min, 4°C, 8,000 × *g*. The supernatant contained chromatin, which was quantified using OD_260_ on Nanodrop.

Twenty‐five micrograms of chromatin per IP was diluted 1:10 with dilution buffer (1.1% Triton, 1.2 mM EDTA, 16.7 mM Tris–HCl pH 8.1, 167 mM NaCl, with protease inhibitors) and precleared by incubating with 25 μl blocked Staph A membranes (Isorbin) for 15 min. Precleared chromatin was then incubated with 5 μg anti‐γH2AX (phospho S139; Abcam, ab2893) and species‐ and isotype‐matched control ChIP grade IgG (Abcam, ab46540) overnight at 4°C. Immunoprecipitated chromatin was collected with blocked Staph A membranes, which were then sequentially washed with cold buffers; Low Salt Wash Buffer (0.1% SDS, 1% Triton X‐100, 2 mM EDTA, 20 mM Tris–HCl pH 8.0, 150 mM NaCl), High Salt Wash Buffer (0.1% SDS, 1% Triton X‐100, 2 mM EDTA, 20 mM Tris–HCl pH 8.0, 500 mM NaCl), LiCl Wash Buffer (0.25 M LiCl, 1% NP‐40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris–HCl pH 8.0) and two washes in TE Buffer (10 mM Tris pH 8.0, 1 mM EDTA). The immunoprecipitated chromatin was eluted in 500 μl Elution buffer (1% SDS, 100 mM NaHCO_3_), cross‐links reversed and DNA obtained by phenol:chloroform extraction and gel purification. Real‐time PCR specific for telomeric repeats was performed as described in Hewitt *et al* (2012). Briefly, 4 μl of ChIP eluate (bound fraction) was added to a final volume of 13 μl quantitative PCR containing 6.5 μl Jumpstart SYBR master mix (Sigma) and 10 pmol primer mix. Telomere PCR conditions were as follows: 10 s at 95°C followed by 40 cycles of 10 s at 95°C, 30 s at 55°C, and 30 s at 72°C followed by ABI7500 Fast Real‐Time PCR System machine predetermined melt curve analysis (Applied Biosystems). Total input fraction was also collected from chromatin samples. Bound to input (B/I) ratios were determined for each amplicon by taking a 4 μl aliquot of the DNA extracted from the input and bound samples. These were amplified together with a defined amount of genomic DNA on the same plate, using the latter to construct the standard curve. Isotype‐matched irrelevant antibody control (IgG) value was subtracted from the result before plotting the graph. Each PCR was performed in triplicate and results calculated using the following equation: (1/(2A)) × 100.

#### Senescence‐associated β‐galactosidase activity assay

SA‐β‐Gal activity assay was performed as described previously (Dimri *et al*, 1995). For *in vitro* studies, cells were grown on sterile coverslips, and for *in vivo* studies, samples were cryo‐embedded and staining performed on 10 μm sections. Samples were fixed with 2% paraformaldehyde in PBS for 5 min, washed with PBS for 5 min and then incubated at 37°C overnight in SA‐β‐Gal solution containing 150 mM sodium chloride, 2 mM magnesium chloride, 40 mM citric acid, 12 mM sodium phosphate dibasic, 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide and 1 mg/ml 5‐bromo‐4‐chloro‐3‐indolyl‐β‐d‐galactosidase (X‐Gal) at pH 5.5. For *in vivo* staining and quantifications, sections were co‐labelled with anti‐troponin‐C and WGA as above. All analysis was performed in a blinded manner.

#### TRAP assay

Heart samples were snap‐frozen in liquid nitrogen immediately after dissection. Using a liquid nitrogen‐cooled pestle and mortar, tissues were ground into a fine powder. Telomerase activity was then determined following the TeloTAGGG Telomerase PCR ELISA kit (Roche).

#### Assessment of cardiomyocyte hypertrophy

Hypertrophy was assessed by cross‐sectional area using established methods as described (Shenje *et al*, 2014). Troponin‐C was used to identify CMs and membranes labelled with wheat germ agglutinin (WGA; Alexa Fluor® 647, W32466, Invitrogen). Only CMs in the left ventricle free wall were analysed. To control for tissue orientation only myocytes that were surrounded by capillaries, all displaying a cross‐sectional orientation were analysed. All analysis was performed in a blinded manner.

#### Evaluation of cardiomyogenesis in mice

To allow retrospective quantification of cumulative proliferation and binucleation, occurring the week following navitoclax treatment, mice were injected (intraperitoneal) with EdU (100 μg/g body weight) once daily every 24 h for seven consecutive days (Fig 7A). More than five animals were studied for each treatment group. EdU incorporation was detected using the Click‐iT™ EdU Imaging Kit (ThermoFisher). Sections were also labelled with primary antibody for troponin‐C and the membrane‐specific label WGA. A Leica SP5 laser scanning confocal system was used for the analysis. Analysis was carried out in a blinded fashion similar to our previous studies (Richardson *et al*, 2015). In brief, myocardial tissue was sectioned transversely in 40 μM sections, with sections separated by intervals of 200 μM, allowing representative analysis throughout the ventricle. Over 80 images were taken, in a random fashion, spanning over eight individual sections per heart. Analysis included the assessment of EdU labelling in > 1,500 cardiomyocytes per heart. Incorporation of EdU in the cardiomyocyte population was quantified based on the detection of EdU labelling in the nucleus of a troponin‐C‐expressing cell. To discriminate proliferation from binucleation (karyokinesis without cytokinesis), the number of EdU‐labelled nuclei within each Edu^+^ cardiomyocyte was assessed using WGA to identify the cell membrane. The incorporation of EdU into a cell with only one nucleus was considered to be a result of proliferation, when two or more EdU‐labelled nuclei were found in the same cardiomyocyte, this was considered to have been incorporated during a multi‐nucleation event. Ki‐67 or Aurora B‐expressing cardiomyocytes were identified as co‐expression of Ki‐67/Aurora B and troponin‐C within a single‐cell membrane (based on WGA labelling). The total percentage of positively expressing cardiomyocytes was calculated as previously described (Richardson *et al*, 2015), based on the analysis of > 4,000 cardiomyocytes per heart. All quantifications were performed blinded using digital image analysis (ImageJ; U.S. National Institutes of Health; http://rsbweb.nih.gov/ij/).

#### MR imaging and analysis

Magnetic resonance images were acquired with a horizontal bore 7.0T Varian microimaging system (Varian Inc., Palo Alto, CA, USA) equipped with a 12‐cm microimaging gradient insert (40 gauss/cm) and analysed as described previously (Redgrave *et al*, 2017). Percentage change in wall thickening was calculated from the mean of wall thickness at four points in all slices at end systole and end diastole thickness. % change = (EST − EDT)/EDT × 100. All analysis was performed in a blinded manner.

#### RNA sequencing

Paired‐end reads were aligned to the mouse genome (mm9) using a splicing‐aware aligner (tophat2). Only unique reads were retained. Reference splice junctions were provided by a reference transcriptome (Ensembl build 67), and novel splicing junctions determined by detecting reads that spanned exons that were not in the reference annotation. True read abundance at each transcript isoform was assessed using HTSeq (Python) before determining differential expression with the tool DESeq2, which models mean‐variance dependence within the sample set. Significance was determined using an FDR‐corrected *P*‐value ≤ 0.05.

#### Computational modelling

Two different models were constructed to examine different hypotheses on how TAF accumulate in cells. The models were encoded in the Systems Biology Markup Language (SBML) modelling standard (Hucka *et al*, 2003) with the Python SBML shorthand tool (Wilkinson, 2011). Model simulations were carried out in COPASI (Hoops *et al*, 2006), and the results were analysed and plotted in R using ggplot2 (Wickham, 2009). We used stochastic simulation (Gillespie direct method) in order to be able to account for the variability in the experimental data. The models were deposited in BioModels (Chelliah *et al*, 2015) and assigned the identifiers MODEL1608250000 and MODEL1608250001.

#### Cufflinks FPKM determination

To calculate library normalised read counts for each transcript in every replicate, we used the tool Cufflinks, which returns the proportion of reads per million, which mapped to each gene isoform.

#### Gene set enrichment analysis (GSEA)

We perform a GSEA by creating a ranked list of the DESeq2 results file, where genes are ranked by their log‐transformed, non‐FDR‐corrected *P*‐values. This list is then used as an input to the GSEA software, which assesses positive or negative shifts of GO ontology classes in the global distribution of gene expression. This is achieved by the calculation of an enrichment score, which reflects the movement of a particular ontological class to the positive and negative extremes of the distribution of the expression of all genes. Permutation testing then allows for the estimation of significance prior to FDR correction.

#### Heatmaps

Heatmaps were created in R using the *ggplots* package. These heatmaps displaying normalised (row scaled—Z‐score) FPKM gene expression across a series of replicates were clustered using a Pearson correlative clustering approach in the “hclust” R package.

#### Principal component analysis

Principal component analysis was performed in R using the *prcomp* method.

### Statistical analysis

We conducted two‐tailed *t*‐tests, one‐way ANOVA, Gehan–Breslow and Mann–Whitney tests using GraphPad Prism.

## Author contributions

RA, DM and AL performed the majority of experiments. JC, JB, HS, MO, DJ, CP, CC‐M, ED, AW, EF, RB‐P, SV, ST‐C, KLK, VD‐E, MJS, CMR, NR, JM, TT performed and evaluated individual experiments; AO, LG, HMA, AP, NKLB, JM, JLK and PDA designed and supervised individual experiments; LG provided materials; JM‐P, GDR and JFP designed and supervised the study; JFP, RA and GDR wrote the manuscript with contributions from all the authors.

## Conflict of interest

Patents on INK‐ATTAC mice are held by Mayo Clinic and licensed to Unity Biotechnology. J.L.K. and T.T. may gain financially from these patents and licences. This research has been reviewed by the Mayo Clinic Conflict of Interest Review Board and was conducted in compliance with Mayo Clinic Conflict of Interest policies. The remaining authors declare no competing financial interests.

## Supporting information

Appendix

Expanded View Figures PDF

Movie EV1

Movie EV2

Movie EV3

Review Process File

## Data Availability

The RNA‐seq data from this publication have been submitted to the GEO database (http://www.ncbi.nlm.nih.gov/geo/), accession number: GSE95822. The models were deposited in BioModels and assigned the identifiers MODEL1608250000 and MODEL1608250001 (https://www.ebi.ac.uk/biomodels-main/).

# Supplementary material for: Length‐independent telomere damage drives post‐mitotic cardiomyocyte senescence
**Source:** EMBO J. 2019 Feb 8;38(5):e100492. doi: 10.15252/embj.2018100492
**Supplement:** Supplementary file 3 — Movie EV1

**Movie Expanded View 1.** Movie showing comparison of 3D reconstruction of Immuno-FISH using STED or confocal microscopy in CMs of 30 month old mice. Light blue STED – telo-FISH, red – confocal telo-FISH, green – γH2AX, dark blue DAPI.

# Supplementary material for: Length‐independent telomere damage drives post‐mitotic cardiomyocyte senescence
**Source:** EMBO J. 2019 Feb 8;38(5):e100492. doi: 10.15252/embj.2018100492
**Supplement:** Supplementary file 4 — Movie EV2

**Movie Expanded View 2.** Movie of individual Z-stacks from confocal microscopy showing Edu incorporation in a mononucleated CM, post navitoclax treatment. Green-Troponin C, Red-Edu, White WGA and Blue-DAPI

# Supplementary material for: Length‐independent telomere damage drives post‐mitotic cardiomyocyte senescence
**Source:** EMBO J. 2019 Feb 8;38(5):e100492. doi: 10.15252/embj.2018100492
**Supplement:** Supplementary file 5 — Movie EV3

**Movie Expanded View 3.** Movie of individual Z-stacks from confocal microscopy showing Edu incorporation in a mononucleated CM, post navitoclax treatment. Green-Troponin C, Red-Edu, White WGA and Blue-DAPI

How the deposited data were processed for this re-analysis (not part of the article)

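Gene expression was measured by RNA sequencing of purified cardiomyocytes (CMs) from young mice (3 months) and old mice (20 months), with 5 libraries per age. The authors removed CD31-, CD45- and Sca-1-positive cells with magnetic beads, aligned paired-end reads to mm9 with TopHat2, kept uniquely aligned reads, counted them per gene with HTSeq and compared the ages with DESeq2. The authors determined FPKM for each library with Cufflinks, and the deposited FPKM of 37819 features in 10 libraries were used as given. The deposited comparison of the authors gives for each gene a signal, which is the mean of the normalized counts over the libraries, a log2 fold change, a score, which is the Wald statistic, a p-value and an adjusted p-value. From the FPKM values, 1 stray header line was removed. The 10 columns of values per sample in the authors' comparison were not used. Over 22568 features, the columns within the first 5 and within the last 5 stood in fixed ratios to each other, so they are not counts of single libraries. Of all mean normalized counts in the authors' comparison, 73.9% fell in 5 entries that name no gene, 38.5% with no feature and 35.3% with more than 1 alignment. The depth per library is not stated. For protein-coding genes with exons of 2000 to 6000 bp, the most frequent product of FPKM and exon length within a fixed low window was taken as 1 fragment. This put the depth at about 24000000 to 31200000 fragments, which is approximate, since the window limits the values that can result. The total FPKM of a library was 1155614 to 3289461, so FPKM of different libraries do not add up to the same total.

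The 12340 features with a mean of at least 1 FPKM over all libraries were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. No count model was fitted, since the values per library that were used are FPKM. Means and SDs are of FPKM. Gene identities and coordinates are from the GENCODE annotation of mm9. On simulated data of 12340 genes with 200 changed, the same test recovered 70% of the changes of 0.5 and 92% of those of 1 on the log2 scale, and 10 of 172 calls were false. The simulated genes varied independently and no library was shifted as a whole. In the real libraries genes moved together, so these rates may not hold there. Single values were compared with two-sided exact permutation tests over all arrangements of 5 against 5 libraries. The lists were 41, with 937 genes, and 32 of them, with at least 5 tested members and not made up of genes the paper names, formed 1 family for camera with a preset correlation of 0.01 and, again, with an estimated correlation. Preranked enrichment used fgsea 1.28.0 on the authors' unadjusted p-values, signed by the authors' fold changes, and, as an alternative, on the limma statistic. Principal components were computed with prcomp. Sequence comparisons used blastn 2.17.0 and Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

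Named genes are every gene the paper names for these CMs, the 10 largest increases and the 10 largest decreases among called genes whose old libraries all lie on one side of the young ones, and, in each list reported, up to 4 members with the smallest p. Some genes that this rule selects are not reported here. Of 22 genes the paper names, 21 are in the FPKM table, and Acta1 was not analysed here. Further genes were named after their values were seen, among them Mir5105, Gm10222, Neb, Vegfa, Xist and the nuclear copies of mitochondrial genes. The p-values printed in Fig EV3E and the heat maps of the paper had been seen before this rule was written. The comparisons of young and old CMs, the lists, this rule and all alternatives other than those named as added were chosen before the data were examined. The tests of the scaling of the libraries, of young library 1 alone, of Myh7 and of list medians over other splits were chosen after the result was seen. The alternatives were a pseudocount of 0.1, no filter on low values, a minimum of 5 FPKM, median-ratio scaling, rescaling of each library to the same total without mitochondrially encoded genes, same-numbered libraries as blocks, robust eBayes, array weights, the mean of stromal markers or Xist as a covariate, leaving out each library in turn, and the authors' p-values adjusted over the tested features. For the principal components they were log2 values, unit variance, a minimum of 5 FPKM and removal of mitochondrially encoded genes. Leaving out young library 4 and old library 1 together, principal components of protein-coding genes with and without Gm10222, and the preranked test without the 6 hypertrophy genes the paper names were added after the data were seen.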

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

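The test of the scaling of the libraries and that of young library 1 alone were chosen only after the result was seen.

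In 144 groups of 5 libraries of 1 age, the highest or lowest library was set against the nearest of the others. In 23 groups 1 library stood far from the rest, where chance alone gives about 1 in 20 independent groups. Some groups share genes, with complex I and complex IV part of the ETC list, so these 23 are not separate observations. Young library 1 accounts for 10 of these and old library 1 for 5. Young library 1 was far above the other young libraries in Ankrd1 (616 FPKM, others 286 to 381), Mybpc2 (8.30 FPKM, others 3.94 to 4.65) and Gdf15 (1.94 FPKM, others 0.828 to 0.893). It also had the highest mean log2(FPKM + 1) in the myofilament and hypertrophy list (6.99, others 6.76 to 6.82), the ETC list (9.17, others 8.94 to 9.00), complex I (8.83, others 8.59 to 8.65), complex IV (9.76, others 9.52 to 9.57), other inner membrane genes (6.17, others 5.97 to 6.02), fatty acid oxidation (7.28, others 7.19 to 7.21) and the mitochondrial ribosome (5.78, others 5.50 to 5.57). Old library 1 was far below the other old libraries in Phkg1 (3.35 FPKM, others 5.32 to 5.78) and in the mean of the mitochondrial ribosome (5.34, others 5.42 to 5.44). It was far above them in the means of endothelial markers (5.20, others 4.33 to 4.50), mural cell markers (3.25, others 2.52 to 2.73) and the NF-kB list (2.07, others 1.70 to 1.80). Old library 5 was far below the other old libraries in Myom3 (1.27 FPKM, others 1.42 to 1.47) and far above them in antioxidant genes (5.13, others 4.95 to 5.00) and atrial markers (3.97, others 1.98 to 2.26). Young library 4 had the lowest mean of ventricular markers (9.76, others 9.90 to 9.96). Among old libraries only old library 2 was above 0 in AC073947.1 (47.8 FPKM), AL591905.1 (1.40 FPKM), AL671866.1 (1.40 FPKM) and CT030729.1 (1.40 FPKM).

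In groups of genes that the paper does not discuss, 4 lists ranked higher in old CMs in the camera test, and each call was lost with an estimated correlation. The interferon-response list had a median log2 difference of 0.369, with all 23 tested members higher (adjusted p = 4.43e-12, and 0.551 with an estimated correlation), and Irf7 alone passed over all genes. Its library mean was highest in old library 1 (3.35), and without that library its median was 0.192, with 3 members lower. Fibroblast markers had a median of 0.103 (adjusted p = 0.0140, and 0.817 with an estimated correlation), and when 1 library was left out it lay between -0.088 (without old library 1) and 0.234 (without young library 4). Leukocyte markers had a median of 0.0943 (adjusted p = 0.00207, and 0.659 with an estimated correlation), and it lay between -0.0027 (without young library 5) and 0.315 (without young library 4) when 1 library was left out, with 0.021 without old library 1. Matrix and TGF-beta genes, with Tgfb2 and Thbs4 called, had a median of 0.0158 (adjusted p = 0.0120, and 0.659 with an estimated correlation), which turned to -0.018 after rescaling to the same total and lay between -0.041 (without old library 1) and 0.079 (without young library 4) when 1 library was left out.

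The lower level of ETC genes in old CMs (median log2 difference -0.17) was weighed against 4 technical explanations. Random lists matched on exon length and expression had a median of -0.102 (2.5th percentile -0.131) and 0 of 10000 reached the list. Their genes were drawn independently, while the ETC genes moved together (estimated correlation 0.766). This test therefore cannot decide whether gene length accounts for the difference. Without young library 1 the median was -0.133 and every old library had a lower list mean than the other young ones, so that library alone does not account for the difference. With the mean of endothelial, fibroblast and leukocyte markers as a covariate the median was -0.162. These markers showed no difference between the ages (exact permutation test, p = 0.865, 0.706 and 0.627), so they do not account for it. Markers of mural, atrial and red blood cells were not in the covariate, and such cells are not excluded. With median-ratio scaling the median was -0.0994, against a jackknife SD of 0.0519 for the median of -0.17 when libraries were left out in turn, so a real decline and a shift from the scaling of the libraries cannot be told apart for part of the difference. A biological difference with age is among the open explanations and was not tested further.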

How the results depend on the processing

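The alternative without young library 4 and old library 1, the principal components of protein-coding genes, the preranked test without the 6 hypertrophy genes and the tests of list medians over other splits were chosen only after the result was seen. Of 398 values of single genes under alternatives, 338 kept their direction and side of the threshold, 28 no longer passed it, 12 newly passed it and 20 turned direction. The cause of the changes below was not tested unless stated.

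The number of changed genes (220, 85 higher and 135 lower in old CMs) was 146 with median-ratio scaling, where the balance turned to 115 higher and 31 lower, 20 after rescaling to the same total, 26 with same-numbered libraries as blocks, 0 with Xist as a covariate, 49 without young library 4 and old library 1, and 33 to 146 when 1 library was left out, where fewer libraries leave less power. Xist was at most 0.0063 FPKM in every library and higher in old CMs (0.00182 ± 0.00152 against 0.0050 ± 0.00123 FPKM, SD, n = 5, exact permutation test, p = 0.0238), so this covariate takes up part of the difference between the ages. Library totals ran from 1155614 to 3289461 FPKM, with 32.7 to 44.9% in Mir5105, so rescaling shifts all other genes with it. Same-numbered libraries are not pairs by any label. The deviations of the 5 same-numbered libraries from their age means correlated across genes at -0.155 to 0.0618. Of the young libraries, 0 were closest to their own number. Of genes the paper names (4 called), 2 passed with a minimum of 5 FPKM, where fewer genes are tested, 1 after rescaling, 2 with blocks, 0 with Xist, 2 without young library 4 and old library 1, 9 with the authors' p-values and 2 to 5 when 1 library was left out.

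With an estimated correlation in camera the adjusted p was 0.551 for the proliferation, myofilament and ETC lists and 0.616 for the SASP list, and 0 of all 32 lists passed (18 with the preset correlation), since estimated correlations widen the test. For the proliferation list it was 0.176 with Xist and 0.000987 to 0.0440 when 1 library was left out. For the SASP list it was 0.0804 with median-ratio scaling, 0.0872 with the authors' p-values and 6.4e-05 to 0.109 when 1 library was left out. The myofilament list (2.34e-11 to 0.000236) and the ETC list (7.54e-16 to 7.65e-10) passed without any 1 library, and of all 32 lists 15 to 20 then passed.

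PC1 held 16.8% and PC2 15.2% of the variance on the log2 scale, 19.9% and 16.4% with unit variance, 86.1% and 7.81% with protein-coding genes, 63.4% and 15.2% when Gm10222 was also left out, and 98.9 to 99.8% and 0.136 to 0.773% when 1 library was left out. The shares thus depended both on the scale and on which features were included. PC1 scores separated the ages with unit variance (exact permutation test, p = 0.00794) and with protein-coding genes (p = 0.00794), but not when Gm10222 was also left out (p = 0.23), and gave p = 0.254 to 0.778 when 1 library was left out.

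Directions turned only in genes near no difference. Cdkn1a had a log2 difference of -0.0441 after rescaling, -0.0151 with array weights, -0.0235 with stromal markers, -0.167 without young library 4 and old library 1, and -0.180 to 0.143 when 1 library was left out. Cat had -0.0157 after rescaling, -0.143 with Xist and -0.0262 to 0.0648 when 1 library was left out. Myh7 had -0.0267 with Xist. Il6 had -0.0172 with a pseudocount of 0.1, -0.00202 after rescaling, -0.0115 without young library 4 and old library 1, and -0.0174 to 0.00789 when 1 library was left out. Il1a had -0.00115 to 0.0361 when 1 library was left out.

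Splits of the 10 libraries into other groups of 5, 100 in all with the real one, were also tested. For the number of changed genes 1 split was as large, the real one, with 220 genes and 3 in the highest other. That makes chance an unlikely source of this number, but 1 of 100 is the smallest share that these splits can give. Chance cannot be excluded for the camera p of the proliferation list (12 splits, real 0.00343, lowest other 2.22e-06), the myofilament list (14 splits, 5.98e-08 and 3.94e-18), the SASP list (24 splits, 0.00199 and 2.99e-07), the ETC list (12 splits, 3.68e-15 and 1.43e-23) or the number of all 32 lists that passed (30 splits, 18 and 27). For the size of the median log2 difference of the ETC list, 1 split was as large, the real one (0.17, and 0.153 in the highest other). This restates that every old library mean lay below every young one, and the test was chosen after that was seen. It therefore does not exclude chance by itself. Nor can chance be excluded for the median of the proliferation (43 splits, 0.0492 and 0.126), myofilament (57 splits, 0.0297 and 0.119) or SASP list (59 splits, 0.0664 and 0.345). Il1a and Il6 were under 1 FPKM, and their differences were not detectable here. Whether depth limits such genes was not tested.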

Differences from the paper's values

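The principal components of protein-coding genes were chosen only after the result was seen. The paper's number of differentially expressed genes is 416 at an FDR of at most 0.05, and limma on FPKM gave 220 at the same threshold. Of 21 alternatives set before the data were examined, array weights (300 genes) and the authors' p-values adjusted over the tested features (318 genes) came within 1.5 times of the paper's number, and the other 19 did not. The paper shows about 280 genes higher in old CMs in Fig EV3B, read by eye, against 85 here, and of the 21 alternatives only the authors' p-values (196 genes) came within 1.5 times. The authors' comparison itself holds 282 genes higher and 134 lower. Of these, 96 were not tested here. The other 320 were tested, and 319 of them had the same direction in FPKM.

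The paper's share of PC2 is 7.8% and the share here was 0.250%, and none of the 14 alternatives set before the data were examined came within 1.5 times. With protein-coding genes only, chosen after seeing the values, PC2 held 7.81% and PC1 86.1%, and since the components call no genes, this drops none of the paper's called items. The paper's share of PC1 is 80.1%, and 99.6% here. In the paper the ages separate along PC1 and PC2, while here neither PC1 (exact permutation test, p = 0.690) nor PC2 (exact permutation test, p = 0.619) of FPKM separated them. They separated along PC2 of the log2 values, and along PC1 with unit variance and with protein-coding genes only (exact permutation test, p = 0.00794), where leaving out Gm10222 as well gave p = 0.23 on PC1 and p = 0.0159 on PC2.

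Of the 6 hypertrophy genes that the paper names as enriched in old CMs, all 6 had a higher mean here, and Myot and Ankrd1 passed over all genes. Myh7 had a log2 difference of 0.10 (adjusted p = 0.502), and Capn3, Myom3 and Mybpc2 had adjusted p = 0.0669, 0.0721 and 0.0919. All 6 passed with the authors' p-values, and Mybpc2 also with array weights (adjusted p = 0.0374) and without young library 1 (adjusted p = 0.0305). The paper calls the secreted factor Gdf15 increased from RNA sequencing and from RT-PCR of isolated CMs. In the FPKM values here Gdf15 had an adjusted p = 0.0721 from limma. It passed with the authors' p-values, with array weights (adjusted p = 0.0382) and without young library 1 (adjusted p = 0.0488), and Edn3 and Tgfb2 passed here as in the paper. The legend of Fig EV3E calls the printed values FDR-corrected, while for Ankrd1, Capn3, Myot, Mybpc2 and Myom3 they match the unadjusted p-values of the authors' comparison. The legend of Fig 5A gives a smaller number of mice per age than the 5 libraries used here.

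The paper reports no enrichment of proliferation genes, and here 0 of 20 tested members passed in limma (2 at an unadjusted p under 0.05), while the list ranked higher in old CMs in camera (adjusted p = 0.00686, and 0.551 with an estimated correlation) and in the preranked test (1.89, adjusted p = 0.0118, and 1.63, adjusted p = 0.0675 with genes ranked by limma). The most negatively enriched term in the paper is the mitochondrial inner membrane, and here the ETC list, whose members lie in that membrane, scored lowest (-2.79), while the list of other inner membrane genes came in place 9 (-1.88). The term itself was not analysed here.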

Other observations

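The tests of shared reads and of the authors' count normalization for Myh7 were chosen only after the result was seen. Genes of the immediate early and heat shock response were lower in old CMs. All 21 tested members had a lower mean, with a median log2 difference of -0.39, and 19 of them with median-ratio scaling, while without young library 4 the median was -0.258 and 18 were lower (camera, adjusted p = 0.000481, and 0.551 with an estimated correlation). Hsph1, a heat shock protein of the Hsp110 family, fell from 20.6 ± 4.69 to 12.7 ± 1.91 FPKM (SD, n = 5), a log2 difference of -0.64 (adjusted p = 0.0499 from limma), and 9 members were lower when adjusted over the list alone, Hsph1, Jund, Dusp1, Hspb1, Jun, Hspa1b, Hspa1a, Atf3 and Fos. Of 23 tested genes of the unfolded protein and integrated stress responses, 20 were lower (median -0.14, and -0.077 with median-ratio scaling, camera, adjusted p = 0.00151, and 0.551 with an estimated correlation), with the endoplasmic reticulum chaperone Pdia3 (log2 difference -0.34, adjusted p = 0.0363 from limma) and the mitochondrial protease subunit Clpp (-0.29, adjusted p = 0.0387) called. In the authors' comparison Pdia3 had an adjusted p = 0.000235 and Clpp one of 0.210 (DESeq2). Of 31 proteasome genes, 30 were lower (median -0.10, and -0.033 with median-ratio scaling, where 24 were lower, camera, adjusted p = 1.16e-05, and 0.551 with an estimated correlation), and Psmb7 fell by 0.20 on the log2 scale (adjusted p = 0.0467 from limma). All tested features had a median of -0.0578, and of 0.00265 with median-ratio scaling. The authors' comparison called 0 proteasome genes and gave Psmb7 an adjusted p = 0.154 (DESeq2). In the tricarboxylic acid cycle 16 of 18 genes were lower (median -0.15, and -0.079 with median-ratio scaling, camera, adjusted p = 0.000171, and 0.551 with an estimated correlation), and Sucla2, from 385.1 ± 3.46 to 319.9 ± 17.9 FPKM (SD, n = 5, adjusted p = 0.0186 from limma), and Idh3b (log2 difference -0.23, adjusted p = 0.0467 from limma) fell.

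Ion channel genes went both ways. Scn4b, a beta subunit of the sodium channel, rose from 12.1 ± 1.23 to 20.9 ± 3.46 FPKM (SD, n = 5), a log2 difference of 0.74 (adjusted p = 0.0134 from limma). The pacemaker channel gene Hcn2 and the potassium channel gene Kcnd2 fell, with log2 differences of -0.50 (adjusted p = 0.0309) and -0.48 (adjusted p = 0.0467 from limma). The list of calcium handling and ion channels had a median of -0.12 while camera gave the direction up (adjusted p = 0.907). Nqo1, an enzyme that reduces quinones, rose from 32.2 ± 3.85 to 47.4 ± 3.58 FPKM (SD, n = 5, adjusted p = 0.0152 from limma), the p53 target Sesn1 fell by 0.48 (adjusted p = 0.0293 from limma) and the muscle enolase gene Eno3 fell by 0.30 (adjusted p = 0.0430 from limma). Of the 32 lists, 18 passed in camera with the preset correlation, 7 higher and 11 lower in old CMs, and 0 with an estimated correlation. In 7 lists the median and the test differed in sign, and 0 of these passed. The test ranks a list against the other genes, while the median is set against 0 and that of all tested features was -0.0578.

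The paper measured the following genes by RT-PCR. It reports p21, p16, p15 and MAO-A (Maoa) as increased with age, MnSOD (Sod2) and catalase (Cat) as decreased, and Anf as unchanged. It also reports more p21-positive CM nuclei by immunohistochemistry. In FPKM, Cdkn1a and Cat showed no such change, and the authors' comparison of counts called 0 of these 7 genes. Cdkn1a, which encodes p21, stood at 9.28 ± 3.68 and 9.17 ± 3.59 FPKM (SD, n = 5), a log2 difference of 0.00088 (adjusted p = 0.999 from limma). Cdkn2a, the gene of p16, stood at 0.0659 ± 0.0548 and 0.103 ± 0.0893 FPKM (SD, n = 5, exact permutation test, p = 0.500), and Cdkn2b, the gene of p15, at 0.227 ± 0.0682 and 0.351 ± 0.0876 FPKM (SD, n = 5, exact permutation test, p = 0.0238, but 0.0556 without young library 5 and 0.111 after rescaling to the same total). Nppa, the gene of Anf, stood at 25.9 ± 12.8 and 52.9 ± 34.9 FPKM (SD, n = 5, adjusted p = 0.289 from limma, exact permutation test, p = 0.127). Maoa stood at 0.440 ± 0.157 and 0.668 ± 0.141 FPKM (SD, n = 5, exact permutation test, p = 0.0635, but 0.0476 with median-ratio scaling or without young library 2 and 0.0317 without young library 4). Sod2 stood at 149.9 ± 9.59 and 131.2 ± 7.93 FPKM (SD, n = 5, adjusted p = 0.107 from limma, 0.0103 when adjusted over the genes the paper names alone, exact permutation test, p = 0.0159), and Cat at 92.9 ± 7.05 and 95.1 ± 9.66 FPKM (SD, n = 5, adjusted p = 0.857 from limma, exact permutation test, p = 0.714). Of 8 tested genes of shelterin and telomerase, 0 passed in limma, 0 at an unadjusted p under 0.05 and 0 in the authors' comparison. The Y-linked gene Ddx3y stood at 13.0 ± 1.02 and 12.4 ± 1.90 FPKM (SD, n = 5), and Xist was at most 0.0063 FPKM in every library, while the paper describes the mice as mixed-sex.

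Myh7 was higher in old CMs in the authors' comparison of counts (log2 fold change 1.97) but not in FPKM (log2 difference 0.10). Its FPKM is 10.2 times the level that its counts per kilobase give for the median gene, a ratio above that of 99.8% of protein-coding genes, while for Myh6 it is 1.16 times. Since 15.6% of its 50-base stretches occur in Myh6, which had 13.1 times its FPKM, reads shared with Myh6 may raise the FPKM of Myh7 and hide a change. The median difference between the authors' fold changes and those of FPKM was 0.0439 over protein-coding genes, which argues against the authors' count normalization as the cause. The paper reports an increase of Myh7 with age by RT-PCR as well, and an effect of age on Myh7 remains open.

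The 37 features on the mitochondrial chromosome were at 0 in every library and in the authors' comparison. Of the 10 pseudogenes or Gm genes on other chromosomes with the highest mean count, 9 match the mitochondrial chromosome at 90% identity or more over at least 80% of their exons, which is in line with reads of mitochondrial RNA placed on nuclear copies of the mitochondrial genome, among them Gm10222. The 9 copies held 23.4% of all gene counts. The 5 copies tested in FPKM were all higher in old CMs (median log2 difference 0.242), and 0 passed in limma (3 at an unadjusted p under 0.05) and 0 in the authors' comparison. A change of mitochondrial transcripts with age was not tested further.

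Some genes with large counts were listed at 0 FPKM. Of 3151 genes with a mean count of at least 500 in the authors' comparison, 15 were at 0 FPKM in at least 1 library and 4 in all, Gm13340, Gm10925, Gm13341 and Gm13339. Stard7 was at 0 in 4 libraries and at 60.6 to 76.4 FPKM in the others, Lrba in 3, and Psap, Alpk3, Vegfa and Dysf in 1 each.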
